# Broad Epigenetic Shifts in the Aging *Drosophila* Retina Contribute to Its Altered Diurnal Rhythmic Transcriptome

**DOI:** 10.1111/acel.70396

**Published:** 2026-02-12

**Authors:** Sarah E. McGovern, Gaoya Meng, Makayla N. Marlin, Sophia A. Pruitt, Vikki M. Weake

**Keywords:** aging, circadian clocks, *Drosophila melanogaster*, epigenomics, histone methyltransferases, retina

## Abstract

Alterations in biological rhythms are a common feature of aging, and disruption of circadian rhythms can exacerbate age‐associated pathologies. The retina is critical for detecting light for both vision and for transmitting time‐of‐day information to the brain, synchronizing rhythms throughout the body. Disruption of circadian rhythms by manipulating the molecular clock leads to premature retinal degeneration in flies and mice, and gene expression rhythms are altered in models of age‐associated ocular disease. Despite this, it is unknown how or why the gene expression rhythms of the retina change with age. Here, we show that ~70% of the *Drosophila* transcriptome is rhythmically expressed throughout the diurnal cycle, with ~40% of genes showing altered rhythms with age. These transcriptome‐wide changes in aging photoreceptors are accompanied by shifts in the rhythmic patterns of RNA Polymerase II (Pol II) occupancy, histone H3 lysine 4 (H3K4) methylation, and chromatin accessibility, without major changes in the occupancy of the circadian clock transcription factors Clock (Clk) and Cycle (Cyc). Instead, aging decreases genome‐wide levels of several different histone methyl marks including H3K4 methylation, whose relative levels across the day correlate with the phase of rhythmic gene expression. Moreover, reduction of H3K4me3 by the knockdown of the three methyltransferases in young photoreceptors results in massive changes to rhythmic gene expression under diurnal light conditions. We conclude that there are broad epigenetic shifts in the aging retina that correlate with and may contribute to widespread alterations in rhythmic gene expression.

## 1 Introduction

Biological rhythms are highly synchronized with the diurnal cycle, and are largely controlled by an environmentally‐entrained molecular circadian clock that enables organisms to anticipate and respond to predictable day‐night cycles through rhythmic gene expression programs (Patke et al. 2019). During aging, there are changes in circadian behavior and gene expression that are also observed in age‐related pathologies (Hood and Amir 2017; Acosta‐Rodríguez et al. 2021). Disrupted circadian rhythms have been linked to many human health conditions, including neurodegenerative diseases, cancer, and psychological disorders (Acosta‐Rodríguez et al. 2021; Rijo‐Ferreira and Takahashi 2019; Hollis et al. 2025). On the molecular level, the circadian clock comprises a transcription‐translation feedback loop with positive and negative elements, which is highly conserved across species (Stanton et al. 2022). Communication between clock‐containing tissues throughout the body is critical for organismal health, and deterioration of this communication is observed in aged organisms (Mortimer et al. 2025). Underlying this deterioration is a myriad of contrasting changes to the molecular clock in different tissues, including dampened amplitude or changes in phase of the molecular feedback loop (Lananna and Musiek 2020; Verma et al. 2025). In *Drosophila melanogaster* , old age leads to decreased clock gene amplitude in heads but not bodies, coinciding with decreased rhythmic locomotor activity across the diurnal cycle (Rakshit et al. 2012).

In the retina, which senses light for vision and to entrain circadian rhythms (Sanes and Zipursky 2010), many critical biological processes, such as neurotransmitter release and visual sensitivity, are synchronized with the diurnal cycle (Tosini et al. 2008). Maintaining these proper biological rhythms is critical for the health of the eye because loss of the circadian clock transcription factor *Bmal1* results in cataracts and other age‐associated phenotypes in mice (Kondratov et al. 2006), while retina‐specific *Bmal1* loss leads to accelerated age‐associated photoreceptor degeneration (Baba et al. 2018). In addition, rhythmic gene expression is highly altered in mouse models of the age‐associated ocular disease, diabetic retinopathy (Ye et al. 2023; Vancura et al. 2021). In flies, photoreceptor‐specific expression of the dominant negative circadian clock transcription factor Clk results in retinal degeneration (Jauregui‐Lozano et al. 2022; Hodge et al. 2022). Although the retina transcriptome is highly rhythmic in young mice (Storch et al. 2007), and both mouse and *Drosophila* retinal cells undergo vast age‐dependent transcriptomic changes (Marola et al. 2025; Hall et al. 2017), it is unclear whether aging alters the overall levels of gene expression or simply changes its rhythm, that is, alters the timing of gene expression with respect to the diurnal cycle. The latter possibility is supported by observations that many genes in other tissues exhibit age‐dependent changes in rhythmic gene expression in both flies and mice (Solanas et al. 2017; Kuintzle et al. 2017).

The photoreceptors in the retina are the most abundant molecular clock‐regulated cells in the *Drosophila* head and are peripherally involved in entraining circadian behaviors to light (Yoshii et al. 2015), although central clock cells in the brain can also be entrained directly by Cryptochrome and specialized Rhodopsins (Schlichting 2020). *Drosophila* photoreceptors bear several functional similarities to the intrinsically photosensitive retinal ganglion cells (ipRGCs) involved in photoentrainment in mammals, which utilize an invertebrate‐style phototransduction cascade initiated by the Rhodopsin‐like melanopsin (Graham et al. 2008; Hattar et al. 2003). In flies, the molecular clock is composed of the transcription factors, Clk and Cyc, that activate the expression of rhythmic output genes including ones encoding their own repressors, Period (Per) and Timeless (Tim), generating an approximately 24‐h rhythmic pattern of gene expression (Patke et al. 2019). In addition, light itself can regulate gene expression independent of the molecular clock because many genes in *Drosophila* remain rhythmically expressed in the *tim* mutant (Wijnen et al. 2006). We previously found changes in chromatin accessibility around the binding motifs for Clk and Cyc in old photoreceptors in flies (Jauregui‐Lozano et al. 2022), suggesting that circadian‐regulated gene expression might change with age. However, the nature of these potential rhythmic gene expression changes and the molecular mechanisms involved were not identified.

Epigenetic alterations, including changes to chromatin accessibility and histone modifications, are a hallmark of aging that contribute to age‐associated changes in gene expression (López‐Otín et al. 2023). The transcription factor network established by the circadian clock coordinates with epigenetic marks including histone modifications to establish rhythmic gene expression (Sahar and Sassone‐Corsi 2013; Koike et al. 2012). There are daily rhythmic patterns of Pol II occupancy (Xu and Li 2023), chromatin accessibility (Yuan et al. 2024), and levels of active and repressive histone modifications (Zhu and Belden 2020). Although rhythmic, the timing of deposition of these epigenetic patterns does not always correlate with the peak of rhythmic gene expression genome‐wide (Le Martelot et al. 2012; Trott and Menet 2018; Koike et al. 2012). In the aging retina, there are epigenetic alterations to DNA methylation (Corso‐Díaz et al. 2020), chromatin accessibility (Xu et al. 2022; Jauregui‐Lozano et al. 2023), and histone methylation (Jauregui‐Lozano et al. 2023), suggesting that epigenetic changes could impact the rhythmic transcriptome.

Here, we used *Drosophila* retinal photoreceptors as a model to explore the rhythmic gene expression and chromatin changes during aging, focusing on this single light‐sensing cell type that undergoes light‐dependent degeneration upon disruption of biological rhythms (Jauregui‐Lozano et al. 2022). We show that many genes undergo age‐related changes in their daily rhythmic expression, which are largely independent of any changes in their overall expression levels across the day. We identify broad changes in the rhythmic diurnal occupancy of Pol II, chromatin accessibility, and histone methylation during aging, and identify genome‐wide decreases in levels of multiple histone methyl marks in old photoreceptors. We also show that knockdown of H3K4 methyltransferases disrupts rhythmic gene expression in young photoreceptors, overlapping with many of the rhythm changes observed during aging. We found that the molecular clock transcription factors, Clk and Cyc, bind to the same targets at both ages. Despite this, these target genes undergo rhythmic expression changes in aging, just like all other genes. Our data demonstrate that extensive epigenetic shifts occur in the aging retina, which may compromise the transcriptional activity of Clk and Cyc, leading to broad rhythmic changes in old flies.

## 2 Results

### 2.1 Aging Reshapes the Photoreceptor Rhythmic Transcriptome

We previously found that expression of dominant negative Clk in photoreceptors resulted in significant retinal degeneration that could be rescued by raising the flies in constant darkness (Jauregui‐Lozano et al. 2022). Similarly, the *period* mutant (*per* ^*01*^) that disrupts the clock exhibits light‐dependent retinal degeneration (Figure S1). Together, these results suggested to us that a dramatic molecular clock disruption may occur concurrently with retinal aging in *Drosophila*. To understand how photoreceptor aging impacts rhythmic gene expression across the diurnal cycle, we performed photoreceptor nuclear RNA‐seq across a standard day‐night cycle in young (D10) and old (D50) flies (Figure 1a). Principal component analysis (PCA) separated samples both by the time of day, zeitgeber time (ZT), and by age, with decreased ZT separation in old flies (Figure 1b). We identified age‐dependent changes in rhythmic gene expression using dryR, a package that employs a statistical framework to detect differential rhythmicity between multiple conditions (Weger et al. 2021). When comparing rhythmic gene expression between young and old flies, 8180 genes met the statistical cutoff for accurate model fitting. Of these categorized genes, 74% are rhythmic in one or both conditions: 28% have the same rhythm at both ages, 19% lose rhythmicity, 10% gain, and 17% undergo changes in rhythmic parameters such as phase or amplitude (Figure 1c,d; Table S1). Only 26% of expressed genes are arrhythmic at both ages, indicating that the majority of photoreceptor genes are rhythmically expressed under a normal daily light cycle. Restricting this analysis to intronic reads instead of exonic reads, we obtained highly similar results, suggesting these age‐dependent changes in rhythmic gene expression represent alterations in pre‐mRNA levels rather than steady‐state mRNA, likely reflecting transcription (Figure S2).

**FIGURE 1:**
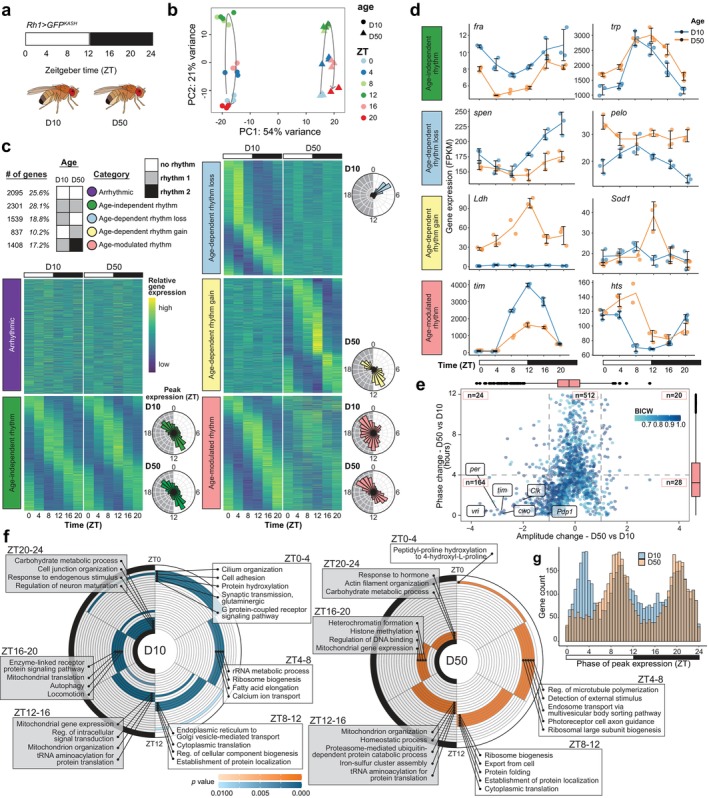
Aging alters the rhythmic photoreceptor transcriptome. (a) Diurnal photoreceptor nuclear RNA‐seq analysis in young (D10) and old (D50) *Rh1>GFP* ^*KASH*^ flies (*n* = 3). (b) PCA of RNA‐seq samples based on variance‐stabilized gene expression levels. (c) Rhythmic dryR exon‐based categories (BICW ≥ 0.6). Heatmaps show *z* score of relative expression, and radial histograms show phase of peak gene expression. (d) Line plots of representative genes. Individual FPKM data points shown with line representing mean ± SD. (e) Scatterplot showing age‐dependent amplitude versus phase change, colored by BICW with selected core clock genes labeled. Box‐and‐whisker plots represent the IQR (box) and median (line) values. (f) Representative GO terms for rhythmic genes expressed most highly across 4‐h intervals at D10 versus D50. Terms are colored by *p* value. (g) Histogram showing phase of rhythmic gene expression at D10 and D50.

Despite the role of the core clock in maintaining photoreceptor health, the rhythmicity of core clock gene expression is not entirely disrupted in old flies, as observed by others (Luo et al. 2012; Rakshit et al. 2012). Instead, the core clock genes predominantly fall into the age‐modulated rhythm category and exhibit a steep drop in expression amplitude without a concurrent change in phase, indicating their expression timing remains in phase with the day‐night cycle (Figure 1d,e). In addition, clock genes exhibit an overall decrease in gene expression in old flies, which is not a typical feature for other genes in the age‐modulated rhythm category that shows increased expression and phase shifts (Figure S3a,b; Figure 1e).

In general, rhythmic changes in expression are not associated with a coincident change in overall gene expression levels (Figure S3a). An exception is the genes that gain rhythmicity with age, 15% of which also increase in overall expression levels. These genes include many of the previously‐described “late‐life cyclers” (Kuintzle et al. 2017), whose rhythmic expression is induced by oxidative stress. Though we do see oxidative stress response genes including *superoxide dismutase 1* (*Sod1*) and *lactate dehydrogenase* (*Ldh*) gain rhythmicity in old photoreceptors (Figure 1d), a larger proportion of these age‐dependent rhythm gain genes are involved in visual perception, determination of adult lifespan, and cytoplasmic translation (Figure S3c). Over the course of the diurnal cycle, photoreceptor cells carry out an elegantly orchestrated gene expression program (Figure 1f, Figure S3d). In young flies, genes involved in neuronal structure and function including synaptic transmission show a peak expression at the cusp of the light phase in preparation for light exposure and perception. Midday, as the photoreceptors continue to sense light, there is a peak in expression of genes with functions in calcium channel activity, fatty acid metabolism, and ribosome biogenesis. At the end of the day and into the early night, photoreceptors express genes involved in mitochondrial function, translation, protein folding, and protein localization establishment, along with genes encoding structural components of the rhabdomere. During the late night, photoreceptors express autophagy and carbohydrate metabolism genes, before once again preparing for the onset of light exposure.

Intriguingly, genes with different phases of peak expression in young flies change differently during aging. Many genes that lose rhythmicity during aging peak in expression between ZT0‐4 in young flies (Figure 1c,g). In young flies, there are three times of day when rhythmic genes most often reach their peak expression: ZT0‐4, 8–12, and 20–24 (Figure 1g). In old flies, this trimodal distribution converts to a bimodal one since the ZT0‐4 peak is lost. The loss of this early morning peak of gene expression indicates reduced sensitivity to the onset of light in older flies. Notably, the genes that peak at this time in young flies include 69 transcription factors, 52 of which lose this peak in expression in old flies, suggesting stark shifts in transcriptional regulation during aging (Table S1). These genes also include factors involved in cell adhesion and cellular structure, which may contribute to the increase in retinal degeneration we observe in aging flies (Escobedo et al. 2023). Rhythmic expression plots for any genes of interest, similar to those presented in Figure 1d, can be visualized at: https://vikkiweake.shinyapps.io/shinyr_vweake/. Together, these data demonstrate that aging results in widespread changes to rhythmic transcription that impact more than a third of expressed genes, including loss, gain, and modulation of rhythms.

### 2.2 Aging Alters the Rhythms of Pol II Occupancy, Chromatin Accessibility, and H3K4 Methylation

To determine how chromatin structure might contribute to altered rhythmic transcription, we examined the patterns of Pol II occupancy, chromatin accessibility, and H3K4 methylation during aging. To do this, we profiled H3K4me1, H3K4me2, and H3K4me3 individually, together with Pol II every 4 h in young (D10) and old (D50) photoreceptors using CUT&RUN. We also examined chromatin accessibility in these same samples using ATAC‐seq. We focused initially on H3K4 methylation because H3K4me3 contributes to Pol II initiation and promoter‐proximal release (Shilatifard and Org 2012; Wang et al. 2023), and the TRX/MLL1 methyltransferase that deposits this modification has a role in clock‐regulated gene activation at certain genes (Zhang et al. 2022; Katada and Sassone‐Corsi 2010). We observed a distinct diurnal pattern of Pol II occupancy, H3K4 methylation, and chromatin accessibility at individual genes including *split ends* (*spen*, Figure 2a) and genome‐wide (Figure 2b). In young flies, Pol II occupancy reaches a maximum genome‐wide at promoters at ZT8 and ZT20, 4 h prior to the light turning on or off. Between these times, at ZT12, chromatin accessibility reaches a maximum at promoters. In old flies, Pol II still has two waves of maximal occupancy, but the timing is shifted 4 h earlier to ZT4 and ZT16. Maximum chromatin accessibility similarly shifts back 4 h in old flies, but also spreads across multiple time points in contrast to its temporally‐restricted peak of accessibility at ZT12 at D10 (Figure 2b).

**FIGURE 2:**
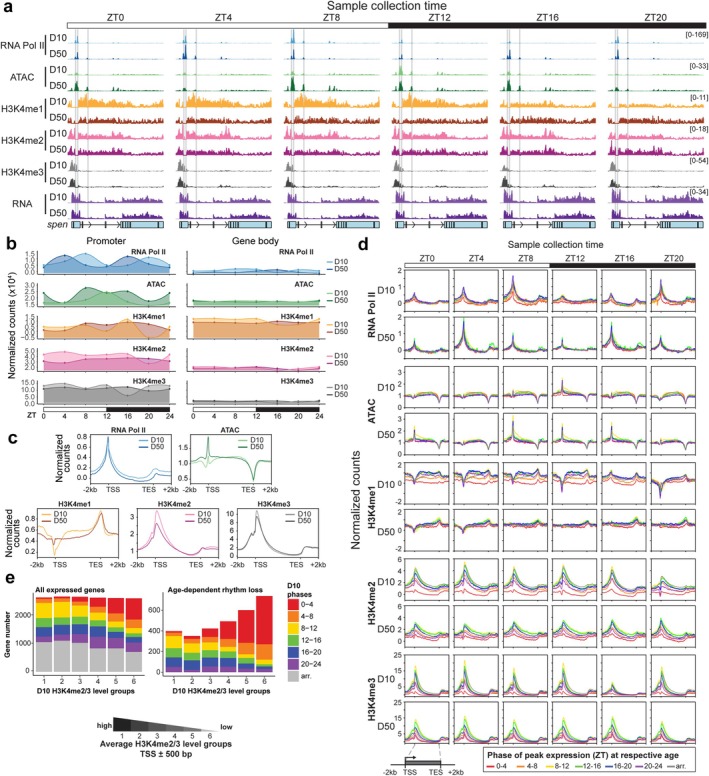
Aging alters rhythmic Pol II, chromatin accessibility, and H3K4 methylation. (a) ATAC‐seq, RNA‐seq, and IgG‐normalized CUT&RUN tracks at *split ends* (*spen*). Data are mean (*n* = 3). Identified Clk and Cyc peaks are shown as horizontal gray lines. (b) Line plots of averaged signal at promoters (transcription start site, TSS ± 500 bp) or gene bodies (500 bp downstream of TSS to transcription end site, TES) of all expressed genes. (c) Gene metaplots representing mean normalized counts across all ZTs for all expressed genes at D10 versus D50. (d) Gene metaplots representing mean normalized counts separated by phase of peak expression at each ZT at D10 or D50. Genes are clustered based on the phase of peak expression at D10 or D50 determined by nuclear RNA levels at each age (ZT: 0–4, 4–8, 8–12, 12–16, 16–20, 20–24, arr. = arrhythmic). (e) Bar plot (left) showing the phase distribution of all expressed genes based on their relative H3K4me2 and H3K4me3 levels at D10. Genes were separated into six H3K4me2/3 level groups ranging from highest (group 1) to lowest (group 6) based on their average normalized H3K4me2/3 scores at TSS ± 500 bp. Bar plot (right) showing only genes that lose rhythmicity during aging, based on their phase distribution at D10.

H3K4 methylation also shows dynamic patterns in young flies that are lost during aging (Figure 2a,b). Unlike the periodic oscillation of Pol II occupancy and chromatin accessibility, promoter H3K4me3 levels remain high across most of the day in young flies, dropping only once during the night at ZT16, accompanied by a transient increase in H3K4me1. Four hours later, at ZT20, promoter H3K4me3 levels rise accompanied by decreased H3K4me1/2 preceding the start of the light phase. H3K4me1 and H3K4me2 are also present at gene bodies for most of the day, dipping only once at ZT16. Overall, H3K4 methylation levels remain stably high during the day and decrease only briefly at night. However, in old flies, these changes in all three H3K4 methyl marks during the night are ablated (Figure 2b). In addition, there is an overall decrease of promoter H3K4me2/3 levels accompanied by an increase of H3K4me1 at transcription start sites at D50 (Figure 2c). We previously observed similar decreases in H3K4me2/3 in old photoreceptors at a single time point by ChIP‐seq, controlling for nucleosome occupancy using bulk histone H3 (Jauregui‐Lozano et al. 2023). Thus, the decrease in H3K4me2/3 methylation detected by CUT&RUN does not reflect decreased nucleosome occupancy. Moreover, this age‐dependent decrease in H3K4me2/3 is unlikely caused by deficient Pol II recruitment because the overall promoter Pol II signal increases slightly in old flies, though there is a moderate decrease on the gene body, potentially indicative of deficient elongation (Figure 2c). Overall, aging alters the dynamic patterns of Pol II occupancy, chromatin accessibility, and H3K4 methylation genome‐wide in photoreceptors.

### 2.3 H3K4 Methylation Patterns Correspond to the Phase of Rhythmic Transcription

Surprisingly, we observed a near‐complete disconnect between the genome‐wide rhythms of Pol II occupancy, chromatin accessibility, and the timing of rhythmic gene expression. For example, the gene *spen* shows peak expression at ZT18 in young flies (Figure 1d), whereas its maximum Pol II occupancy occurs at ZT8, and chromatin accessibility peaks at ZT12 (Figure 2a,b). Clustering genes by the time of their peak rhythmic expression shows that the overarching diurnal pattern of Pol II and chromatin accessibility is the same across all genes irrespective of peak expression time (Figure 2d, Figure S4a). Even arrhythmic genes show the highest levels of Pol II occupancy at ZT8 and 20, and chromatin accessibility at ZT12 in young flies (Figure 2d, gray lines). These observations agree with previous reports in the mouse liver that describe discrepancies in the timing of Pol II recruitment, histone modification, and mRNA accumulation (Zhu et al. 2018; Le Martelot et al. 2012), with rhythmic patterns also being observed at arrhythmically‐expressed genes (Koike et al. 2012). At most genes, H3K4 methylation also exhibits the same pattern, regardless of when a gene peaks in expression. One exception is the small number of core circadian clock genes, including *per*, *Clk*, and *vri*, that show highly rhythmic patterns of H3K4me3, corresponding to their peak expression, suggesting that these genes may have a unique mode of regulation (Figure S5). However, at the vast majority of photoreceptor genes, the diurnal patterns of Pol II occupancy, chromatin accessibility, and H3K4 methylation are independent of rhythmic expression timing at either age. Since our nuclear RNA‐seq primarily reflects pre‐mRNA levels, the observed discrepancy between transcript oscillation and epigenetic rhythms is unlikely to result from post‐transcriptional regulatory steps that affect mRNA abundance.

Instead, we observe a marked difference in the relative signal levels for H3K4 methylation between rhythmic genes that peaked at different times of the day (Figure 2d, Figure S4a). In both young and old flies, rhythmic genes that peaked between ZT8‐16, spanning the transition from day to night, had much higher H3K4me2/3 levels relative to other groups of rhythmic genes. Conversely, genes that peaked in expression at the beginning of the day, from ZT0‐4, had much lower levels of H3K4me2/3. For H3K4me1, genes peaking between ZT8‐20 had the highest levels, with much lower levels for genes that peaked between ZT0‐4. In old flies, this separation of H3K4me2/3 levels is retained, though slightly reduced in magnitude, but H3K4me1 levels are no longer distinguishable between groups. These data suggest that the phase of expression for many rhythmically transcribed genes correlates with their relative level of H3K4 methylation. If so, we would expect that relative H3K4 methylation levels could predict the phase of rhythmic gene expression. When we separated genes into six groups based on their relative levels of H3K4me2/3, we find that genes with the lowest levels of H3K4me2/3 (group 6) are more often expressed at ZT0‐4, and also more often lose rhythmicity during aging (Figure 2e). Conversely, rhythmic genes with the highest H3K4me2/3 levels (groups 1–3) are more often expressed between ZT8‐16, and tend to gain or maintain their rhythmicity during aging, especially when compared with group 6 (Figure S4b,c). Although H3K4 methylation often correlates with gene expression levels, these differences in H3K4me2/3 levels between the genes that peak at different times of day do not simply reflect lower expression (Figure S4d). Instead, we wondered if differences in H3K4 methylation levels might be reflective of broader changes in the chromatin state, dictated by transcription factor networks. The basic helix‐loop‐helix (bHLH) transcription factors Clk and Cyc form a heterodimer to activate the expression of circadian‐regulated genes (Patke et al. 2019), and we previously showed that disrupting Clk activity alters the expression of 20% of photoreceptor genes and changes global chromatin accessibility (Jauregui‐Lozano et al. 2022). We therefore asked whether the age‐dependent changes in Pol II occupancy, chromatin accessibility, and H3K4 methylation result from changes in Clk:Cyc binding.

### 2.4 Clk:Cyc Occupancy in Aging Photoreceptors Does Not Correlate With Altered Gene Expression Rhythmicity

To identify changes in Clk:Cyc binding in aging photoreceptors, we profiled GFP‐tagged Clk and Cyc in young and old photoreceptors using CUT&RUN at two time points (ZT12 and ZT16) flanking their peak of DNA binding, relative to the trough, ZT4 (Abruzzi et al. 2011; Rivas et al. 2021) (Figure 3a). We identified 281 Clk:Cyc peaks based on the presence of either Clk or Cyc at any age or ZT (Figure 3b; Table S2). As a control, we confirmed that there was no detectable signal at these regions in CUT&RUN from untagged flies (*w* ^*1118*^, Figure 2b). As expected, there is higher enrichment of Clk:Cyc at ZT12 and ZT16 relative to ZT4 in both young and old flies, consistent with the maintained phase of core clock gene expression observed by RNA‐seq. Clk and Cyc are both enriched at all peaks, indicating there are no sites uniquely targeted by either transcription factor, consistent with Clk and Cyc binding as a heterodimer (Darlington et al. 1998). We also tested whether the GFP‐tagged Clk and Cyc transgenes could rescue circadian locomotor activity in flies lacking functional Clk or Cyc. The cyc‐GFP transgene indeed fully rescued circadian locomotor rhythms in a cyc null (*cyc* ^*01*^) background (Figure S6a,b). However, the Clk‐GFP transgene did not fully restore circadian locomotor activity in either the Clk null (*Clk* ^*out*^) or hypomorph (*Clk* ^*ar*^) background (Figure S6c,d). We note that we could only obtain hemizygous Clk‐GFP flies in both mutants, but these flies still displayed stronger rhythmicity under standard 12‐h:12‐h light: dark conditions and modestly higher mean Q_P_ ratios compared with their arrhythmic parental lines. Importantly, despite the lack of behavioral rescue, Clk‐GFP exhibited robust enrichment at canonical Clk:Cyc target loci, consistent with both our cyc‐GFP CUT&RUN data (Figure 3a, Table S2) and previously published Clk ChIP‐seq dataset (Rivas et al. 2021), supporting its use as a reporter of endogenous Clk DNA‐binding activity.

**FIGURE 3:**
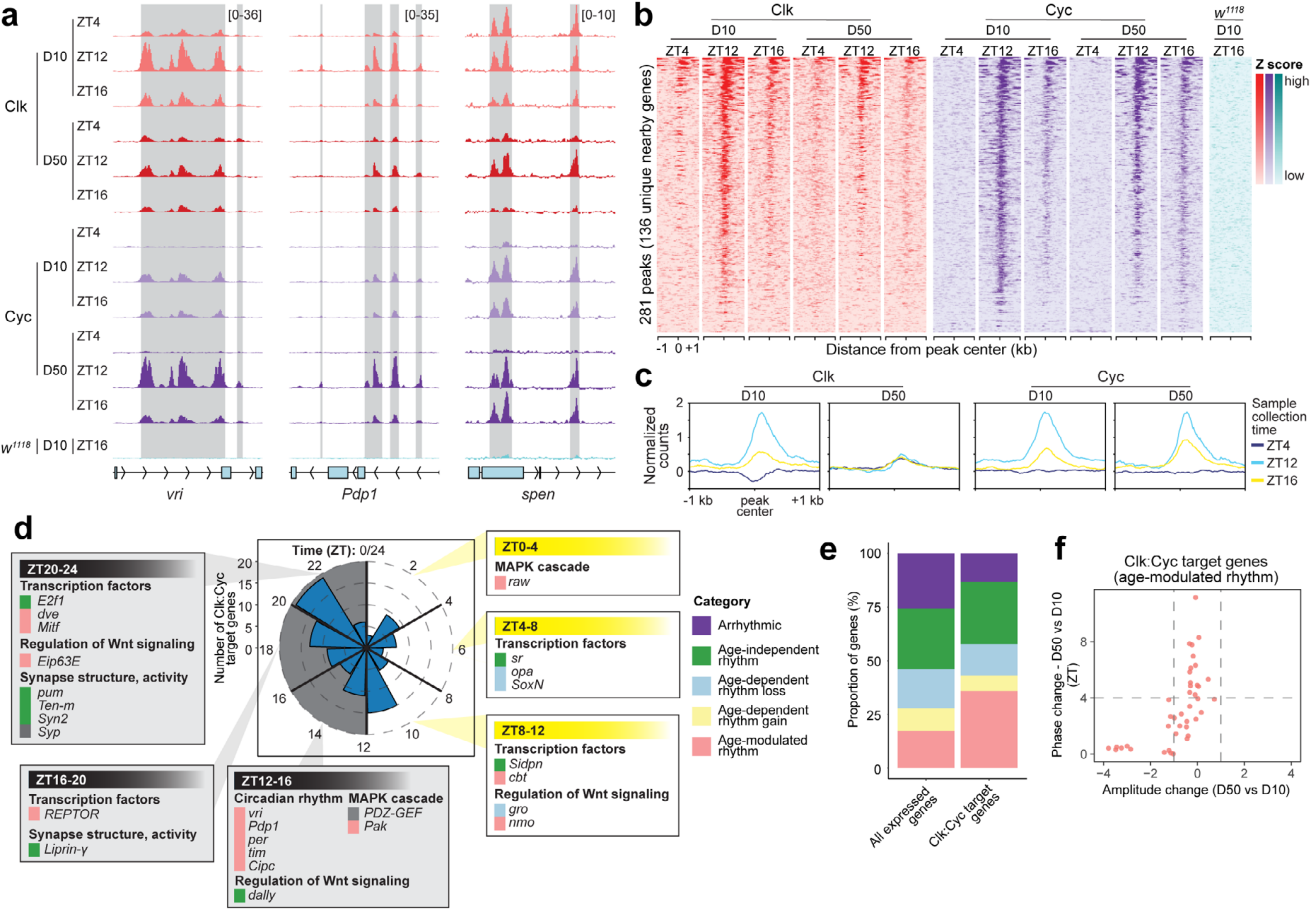
Clk and Cyc occupancy does not correlate with age‐dependent rhythmic changes. (a) IgG‐normalized CUT&RUN tracks of Clk and Cyc for indicated genes at each age and ZT with peaks represented by gray boxes. Data are mean (*n* = 3). (b) Heatmaps representing all Clk and Cyc peak centers ±1 kb colored by relative signal (*z* score) across the same region (rows). (c) Gene metaplots representing mean normalized counts for Clk:Cyc peaks at each ZT and age. (d) Radial histogram showing peak gene expression time for Clk:Cyc target genes at D10 with representative GO terms illustrated for rhythmic genes expressed most highly across selected four‐hour intervals. Boxes adjacent to gene names are colored by age‐dependent rhythmicity category. (e) Bar plot of proportion of Clk:Cyc target genes compared with all expressed genes, colored by age‐dependent rhythmicity category. (f) Scatterplot showing age‐dependent amplitude versus phase change for Clk:Cyc target genes in the age‐modulated rhythm category.

We did not observe any new Clk:Cyc peaks in old flies, suggesting that Clk:Cyc do not gain any new targets during aging. Though no new peaks are observed in old flies, Clk levels decrease at D50 despite Cyc remaining similar at both ages (Figure 3c). This phenomenon is more apparent for peaks with lower levels of Clk to begin with at D10 (Figure S7a,b), while peaks with high levels of Clk retain a strong signal at D50 and have increased Cyc signal. Many of these strongest Clk:Cyc targets (Figure S7a,b, cluster 1) correspond to core clock genes. Since Clk:Cyc bind DNA as a heterodimer, our data do not support a loss of Clk:Cyc occupancy at most target genes in old flies. Instead, we interpret these differences in Clk:Cyc CUT&RUN signal to reflect changes in accessibility of the epitope at different ages and/or times, potentially due to association with other proteins. It is also possible that the addition of the GFP tag on Clk and/or Cyc could impair the strength of DNA binding, thereby favoring the strongest targets that may be less likely to change with age.

The Clk:Cyc peaks map to 136 nearby genes, similar in number to recent ChIP‐seq analysis of Clk in heads (Rivas et al. 2021), but an order of magnitude lower than previous studies (Abruzzi et al. 2011; Meireles‐Filho et al. 2014). This could result from both the use of photoreceptor cells in our study instead of whole heads and from differences in the technique used (CUT&RUN vs. ChIP). These Clk:Cyc target genes include the well‐characterized core clock genes, as well as many other genes encoding transcription factors, Wnt signaling regulators, components of the MAPK cascade, and factors important for neuronal function (Figure 3d). Clk:Cyc target genes are more often rhythmic as compared with all expressed genes (Figure 3e; Figure S7c), and have higher chromatin accessibility, Pol II enrichment, and more dramatic oscillations in H3K4 methylation levels throughout the day (Figure S7d). Though some Clk:Cyc target genes are expressed in the same phase (around ZT12) as the core clock genes like *per* and *tim*, others are expressed at different times across the circadian day, especially later into the night and sometimes even in the early morning (Figure 3d). This disparity in timing of Clk:Cyc occupancy and target gene expression timing suggests that additional factors are necessary for the ability of Clk and Cyc to stimulate transcription at specific target genes. We note that some Clk:Cyc peaks exhibit Clk signal even at ZT4, consistent with the idea that, at least in photoreceptors, Clk:Cyc activity may not be completely restricted to ZT12‐16 (Figure S7b). Although Clk:Cyc targets tend to be rhythmically expressed, they undergo a similar variety of changes in rhythmicity during aging when compared with all expressed genes (Figure 3e). For instance, while the core clock genes bound by Clk:Cyc (*per*, *tim*, *vri*) all show decreased amplitude with age, many other Clk:Cyc‐bound genes that are not components of the core molecular clock change in phase, or even lose, or gain rhythmicity during aging (Figure 3e,f). Thus, the decrease in Clk signal at many Clk:Cyc peaks at D50 does not correspond to any one type of rhythmicity change, and Clk:Cyc target genes behave similarly to the general trend we observe for all genes. Based on this, our data indicate that changes in the occupancy of the Clk:Cyc transcription factors do not explain the majority of the rhythmic gene expression changes that occur during aging. The Clk:Cyc heterodimer interacts with transcriptional coactivators and repressors that can alter the capacity of Clk:Cyc to stimulate transcriptional activation by modulating the local chromatin state, including histone‐modifying enzymes and chromatin remodelers (Cao et al. 2023; Mahesh et al. 2020; Duong et al. 2011). Thus, we wondered if the diminished histone methylation in old flies may impair the ability of Clk and Cyc to properly regulate transcription at target genes.

### 2.5 H3K4 Methyltransferases Are Required for Most Rhythmic Gene Expression

In *Drosophila*, there are three H3K4 methyltransferases: SET domain containing 1 (Set1), Trithorax (Trx), and Trithorax‐related (Trr) (Tie et al. 2014). To better understand the transcriptome‐wide impact of the H3K4me3 decrease observed in aging, we knocked down each of these three methyltransferases as a means to reduce H3K4me3 levels. All three methyltransferases are necessary for H3K4me3 because ubiquitous expression of RNAi against Set1 in larvae decreases bulk H3K4me3 levels relative to non‐specific mCherry RNAi control (Figure 4a, Figure S8a), while CUT&RUN from photoreceptors expressing RNAi against Trx or Trr shows that both contribute to H3K4me3 at promoters (Figure 4b). In addition, Trx knockdown, but not Trr, decreases H3K4me2 levels at promoters and H3K4me1 levels on the gene body. 

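The libraries come from nuclei of outer photoreceptors that carried GFP-KASH under Rh1-Gal4 and were immuno-enriched from the heads of 400 D10 male flies per sample. The flies expressed RNAi against mCherry (the non-specific control), Set1, Trr or Trx. Nuclear RNA was sequenced after rRNA depletion from 3 replicates at each of 6 time points (ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20), which gave 72 libraries. The authors aligned the reads to the BDGP6.46 genome and deposited, for each library, the number of read pairs that featureCounts assigned to the exons of each feature, without normalization and without use of strand. The files list 24278 features, of which 17895 carry an FBgn identifier and most others are single copies of transposable elements. The library labelled Set1 RNAi ZT20 replicate 1 was left out, as in the study, and 71 libraries were used. The total count per library was 8522393 to 21479511 (median 11796731) in the 18 libraries labelled mCherry RNAi and 8424081 to 13384021 (median 11816912) in the 17 labelled Set1 RNAi. It was 10160670 to 24526117 (median 17530176.5) in the 18 labelled Trr RNAi and 12329931 to 24586538 (median 16347729) in the 18 labelled Trx RNAi. These totals are read pairs on exons, and all values here rest on them, whereas the paper states its depth in sequenced reads. The deposited labels give one sequencing platform (HiSeq) for the mCherry and Set1 RNAi libraries and another (NovaSeq X Plus) for the Trr and Trx RNAi libraries, while the paper names HiSeq for all. No genotype has libraries on both, so the platform and any batch that goes with it cannot be told apart from the genotype when Trr or Trx RNAi is compared with the control. The mix of nuclei may differ as well. Marker transcripts of outer photoreceptors were at a median of 0.182 of the control with Trr RNAi and 0.164 with Trx RNAi. The median log2 fold changes of marker lists of other cell types were above the control in both. Features with at least 1 CPM in every replicate of at least 1 genotype and time point were tested, which left 14767, of which 12060 carry an FBgn identifier. Counts were scaled with edgeR's TMM factors, which lay between 0.718 and 0.902 in the mCherry and Set1 RNAi libraries and between 1.118 and 1.361 in the Trr and Trx RNAi libraries.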

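The targeted genes were examined in every library. Set1 (FBgn0040022, chromosome arm 3L, 25107594 to 25115180) was at 266.3 ± 41.4 CPM (SD, n = 18) in the control and 264.7 ± 50.9 CPM (SD, n = 17) in the libraries labelled Set1 RNAi. Its log2 fold change was -0.03 (standard error 0.07, adjusted p = 0.747 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower with Trr RNAi (-0.39, edgeR adjusted p = 2.5e-07) and Trx RNAi (-0.50, edgeR adjusted p = 3.42e-10). trr (FBgn0023518, X, 1881313 to 1889950) was at 219.5 ± 83.9 CPM (SD, n = 18) in the control, 108.5 ± 10.1 CPM (SD, n = 18) in the libraries labelled Trr RNAi and 114.6 ± 10.1 CPM (SD, n = 18) in those labelled Trx RNAi. The log2 fold change of trr from the control was -0.94 (standard error 0.06, edgeR adjusted p = 3.32e-22) with Trr RNAi and -0.86 (standard error 0.06, edgeR adjusted p = 1.31e-20) with Trx RNAi. With Set1 RNAi, trr was higher (0.47, edgeR adjusted p = 9.04e-10). A difference in trr between the Trr and Trx RNAi libraries was not detected (log2 fold change -0.08, standard error 0.06, edgeR adjusted p = 0.449). trx (FBgn0003862, 3R, 14263358 to 14286903) was at 557.9 ± 74.4 CPM (SD, n = 18) in the control and 496.1 ± 48.9 CPM (SD, n = 18) in the libraries labelled Trx RNAi, a log2 fold change of -0.17 (standard error 0.05, edgeR adjusted p = 0.00129). In the libraries labelled Trr RNAi, trx was at 552.5 ± 34.2 CPM (SD, n = 18), and its level differed from that with Trx RNAi by 0.16 on the log2 scale (standard error 0.05, edgeR adjusted p = 0.0252). Exons of other genes cover 4.6% of the exon bases of Set1, 1.4% of those of trr and 4.1% of those of trx. The nuclear RNA of the targeted gene did not separate the libraries labelled Set1 RNAi from the control. Nor did trr separate those labelled Trr RNAi from those labelled Trx RNAi, so directions below refer to libraries by their labels. According to the paper, its nuclear RNA-seq mainly reflects pre-mRNA, so these levels do not test the knockdown of mature mRNA. The paper tested the lines by qRT-PCR (Figure S8a). It also reports lower H3K4me3 with Set1 RNAi in larvae and with Trx or Trr RNAi at photoreceptor promoters.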

To identify genes that required each of these H3K4 methyltransferases for rhythmic expression, we profiled the diurnal photoreceptor nuclear transcriptome of D10 flies expressing RNAi against Set1, Trx, and Trr, relative to mCherry RNAi control. Using dryR, we obtained 7763 genes that passed the statistical cutoff and grouped them into 50 differential rhythmicity models across four knockdown genotypes (Table S3). 

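The procedure that dryR describes was written out and applied to the 71 libraries. For each feature, 52 negative binomial models were compared in which each of the 4 genotypes has no rhythm, a 24-h rhythm shared with other genotypes or a 24-h rhythm of its own. A feature was classified where the weight of the best model under the Bayesian information criterion (BIC) was at least 0.4. Of the features tested, 9588 were classified, and 49 of the 52 models held at least 1 of them. No rhythm in any genotype was chosen for 2962 features. A rhythm in the control was chosen for 5686, with a median peak-to-trough amplitude of 1.01 on the log2 scale (quartiles 0.65 and 1.58). With at least 1 CPM in every library, 7113 features were left to test, of which 4564 were classified, and with no filter on low counts 15695 were classified. Among the features with an FBgn identifier, 7926 were classified. The choice among models carries no error rate of its own. In counts simulated from these libraries, 187 of 200 genes whose rhythm was removed with Trx and Trr were placed in that category, while 225 of 13567 genes made without any rhythm were called lost in at least 1 genotype and 343 were called gained.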

Supporting a critical role of H3K4 methyltransferases in rhythmic gene expression, 3816 genes (49%) lost rhythmicity in at least one of knockdowns (Figure 4c,d, Loss of rhythm). In contrast, only 263 genes (3%) retained the same rhythm after knockdown of any of the H3K4 methyltransferases (Figure 4d, Unchanged rhythm). 

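Rhythm was lost in at least 1 of the 3 groups of libraries labelled with a knockdown in 4745 features, or 49.5% of those classified. In these counts features are called genes, though some are copies of transposable elements. By group, the control rhythm was absent in 1119 genes in the libraries labelled Set1 RNAi, 4086 with Trr RNAi and 4239 with Trx RNAi. The median control amplitude of the 4745 genes was 0.95 on the log2 scale (quartiles 0.62 and 1.44). The change of rhythm was also tested gene by gene, as the difference of the cosine and sine terms between a knockdown and the control in edgeR's quasi-likelihood test. At an adjusted p under 0.05 it was found for 112 of the 1119 genes lost with Set1 RNAi (10%), 1811 of the 4086 lost with Trr RNAi (44.3%) and 1620 of the 4239 lost with Trx RNAi (38.2%). In 5 simulations, groups were drawn from the control's fitted profiles, and 1405 to 1477 genes were called lost in at least 1 group. For Set1 RNAi alone these simulations gave 1180 to 1223 loss calls. The simulated groups were flat wherever the control had no classified rhythm. Control rhythms under the BIC weight minimum were thus removed in all 3 groups, which adds loss calls. The simulated counts therefore do not show how many losses no change would give.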

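A rhythm shared by all 4 genotypes was chosen for 251 genes (2.6% of those classified), with a median amplitude of 1.10 on the log2 scale (quartiles 0.64 and 2.18). The groups simulated from the control's profiles gave between 5021 and 5044 such genes.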

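The genes that lost their rhythm were divided by the groups of libraries in which they lost it. Of these genes, 2820 (59.4%) lost it with both Trx and Trr RNAi and not with Set1 RNAi. A further 375 lost it with Trr RNAi alone and 431 with Trx RNAi alone, so that 3626 (76.4%) kept a rhythm in the libraries labelled Set1 RNAi. Loss in all 3 groups was found for 849 genes and loss with Set1 RNAi alone for 89. With only the features that carry an FBgn identifier, 2364 lost their rhythm with both Trx and Trr RNAi and not with Set1 RNAi. The 2820 genes had a median amplitude of 0.98 on the log2 scale (quartiles 0.64 and 1.46) in the control and 0.96 (quartiles 0.64 and 1.43) with Set1 RNAi. These groups were all compared with the same control libraries. Groups simulated from the control's profiles gave between 71 and 81 genes lost with both Trx and Trr but not Set1. Control rhythms diluted to the level of outer photoreceptor markers gave 2409 to 2486 such genes. Part of that number was built in, since control rhythms under the BIC weight minimum were made flat there. Dilution by other nuclei therefore stays open as a source of many of these losses. A direct test of the rhythm with Trr RNAi against that with Trx RNAi passed an adjusted p of 0.05 for 4 features (edgeR's quasi-likelihood test), and 811 had an unadjusted p under 0.05. The same test of Set1 RNAi passed for 2384 features against Trr RNAi and for 1618 against Trx RNAi. The Trr and Trx RNAi libraries share a sequencing platform that the control and Set1 RNAi libraries lack, and no comparison within a platform can separate them from the control. From this division of the losses, the paper concludes that Trx and Trr share a role in rhythmic gene expression in which neither replaces the other.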

Notably, most genes that lost rhythmicity were affected by Trx or Trr knockdown, but not Set1, indicating a shared but non‐redundant role for Trx and Trr in regulating rhythmic gene expression. In addition, 1178 (15%) genes exhibit altered rhythmic parameters (Figure 4c, Change of rhythm). 

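A rhythm with other parameters than in the control was chosen for 1219 genes (12.7% of those classified). This held for 696 genes in the libraries labelled Set1 RNAi, of which 494 (71%) had a lower amplitude, with a median change of -0.53 on the log2 scale and a median shift of the peak by 2.09 h. With Trr RNAi, 709 of 774 such genes (91.6%) had a lower amplitude, with a median change of -0.82 and a median shift of 1.83 h. With Trx RNAi it was 657 of 686 (95.8%), with a median change of -0.92 and a median shift of 1.51 h. Between 692 and 933 genes had a changed rhythm when replicate 1, 2 or 3 was left out.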

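A rhythm without one in the control was chosen for 940 genes, and for 576 of them it was chosen in the libraries labelled Set1 RNAi and in no other group. Rhythm was gained with Trr RNAi alone in 130 genes and with Trx RNAi alone in 7. The 576 genes had a median amplitude of 1.20 on the log2 scale (quartiles 0.79 and 1.85) with Set1 RNAi. Of the 750 genes that gained a rhythm with Set1 RNAi, alone or with other groups, 75 also passed an adjusted p of 0.05 in edgeR's quasi-likelihood test of the difference from the control rhythm. The number of genes gained in the Set1 RNAi libraries alone was 315 without replicate 3, compared with 543 without replicate 1 and 562 without replicate 2. When only the control and Set1 RNAi libraries, which share a platform, were entered, 670 genes gained a rhythm with Set1 RNAi. That number counts every such gain, so its counterpart is the 750, and the choice was among fewer models.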

Interestingly, we also identified 765 genes that gained rhythmic expression after knockdown, with 500 of them unique in Set1 knockdown (Figure 4c, Gain of rhythm). Together, these data indicate that the three H3K4 methyltransferases collectively contribute to the rhythmic expression of more than 5000 genes in *Drosophila* photoreceptors.

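In all, 6375 genes (66.5% of those classified) were assigned a rhythm that differed from the control in at least 1 group. Rhythm and its change were also tested for each feature with edgeR's quasi-likelihood test on 2 degrees of freedom, at a Benjamini-Hochberg adjusted p under 0.05. A 24-h rhythm was found for 6293 features in the control, 5035 in the libraries labelled Set1 RNAi, 868 with Trr RNAi and 600 with Trx RNAi. With each genotype fitted alone it was 3158, 3863, 2332 and 1773, so the order of the control and Set1 RNAi reversed. The gap to Trr and Trx RNAi was also much smaller there. Fits that left out a replicate gave 4287 to 5254, 3143 to 4345, 327 to 432 and 219 to 433 in the same order. A difference from the control rhythm was found for 531 features with Set1 RNAi, 3102 with Trr RNAi and 2595 with Trx RNAi. The number for Set1 RNAi depended on the libraries and the fit. It was 410 without replicate 1, 46 without replicate 2, 65 without replicate 3 and 31 when only the control and Set1 RNAi libraries were fitted. Leaving out a replicate gave 1147 to 2294 features for Trr RNAi and 929 to 1718 for Trx RNAi.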

**FIGURE 4:**
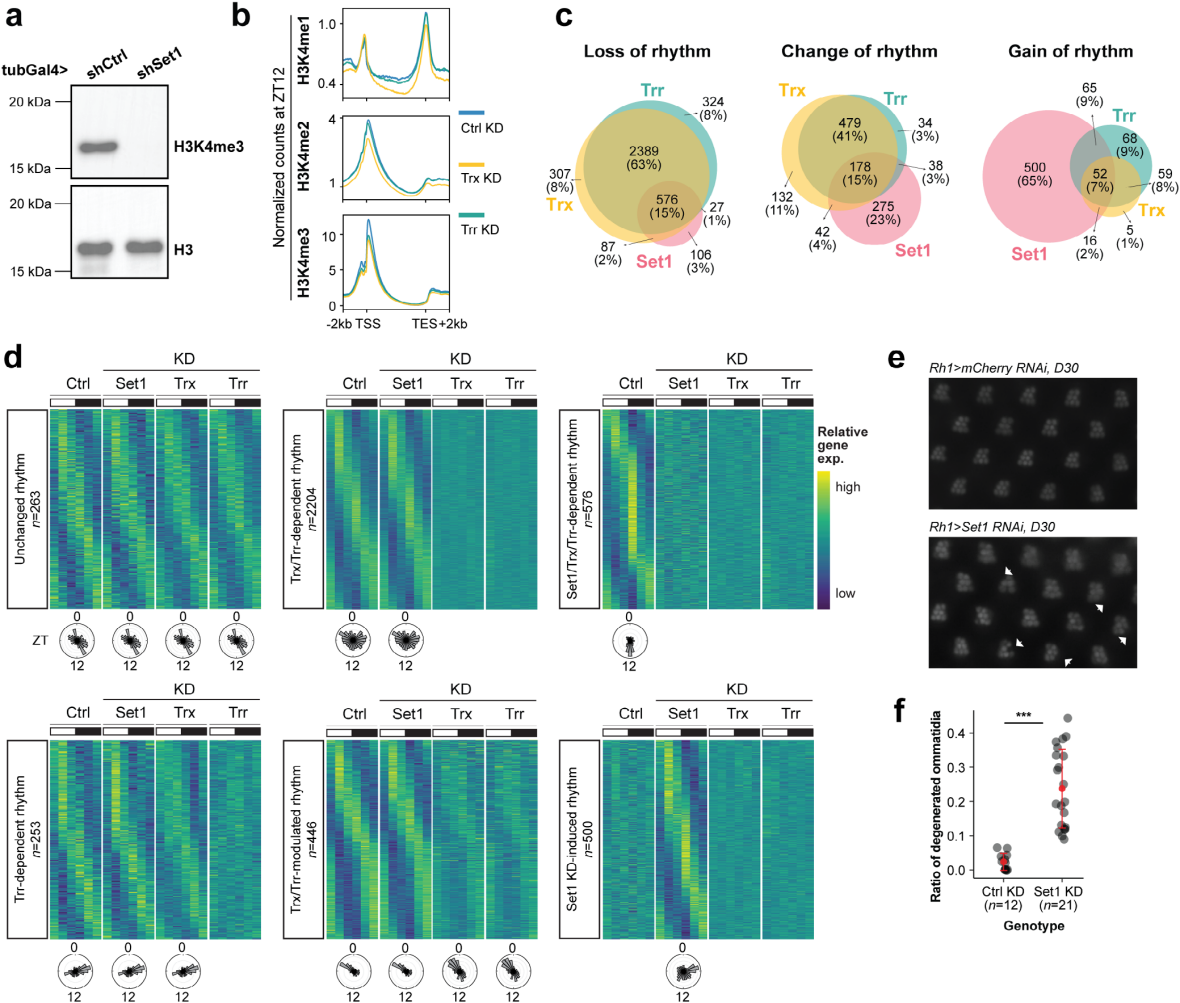
Knockdown of H3K4 methyltransferases disrupts rhythmic expression. (a) Western blot of H3K4me3 in larvae expressing *tub>RNAi* against control (mCherry RNAi) or Set1. Histone H3 is shown as a loading control on a separate blot. (b) Gene metaplots representing mean normalized counts for CUT&RUN of each histone methyl mark at ZT12 for all expressed genes from photoreceptors expressing *Rh1 > RNAi* against control, Trx, or Trr (*n* = 3). (c) Venn diagrams showing the number of genes overlapping for the loss, change, and gain of rhythm categories for each H3K4 methyltransferase knockdown. Data are acquired from diurnal photoreceptor nuclear RNA‐seq in young (D10) flies (*n* = 3) expressing *Rh1>RNAi* against control (mCherry), Set1, Trx, or Trr. Genes are categorized into 50 differential rhythmicity groups via 4‐condition dryR (BICW ≥ 0.4). (d) Heatmaps showing z score of relative expression for the top 6 representative rhythmic categories, and radial histograms showing phase of peak gene expression. (e) Representative light microscopy images of fly eyes showing retinal degeneration in D30 male flies expressing *Rh1>RNAi* against control (mCherry) or Set1. Arrows refer to the position of the missing rhabdomeres. (f) Dot plot showing quantification of degenerated ommatidia in mCherry (Ctrl) and Set1 knockdown by double‐blinded scoring. Number of biological replicates (*n*) is indicated per condition. ***p < 0.001, Student's *t*‐test.

Similar to our observations for the aging data, differential rhythmic expression does not correspond to overall differential gene expression (Figure S8c), with the exception of genes in the Trx‐ and Trr‐modulated rhythm categories that tend towards decreased overall expression. 

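Expression averaged over the 6 time points was compared with the control in edgeR's quasi-likelihood test, at an adjusted p under 0.01 and an absolute log2 fold change of at least 1. In the libraries labelled Set1 RNAi, 1072 features were higher and 245 lower than in the control. With Trr RNAi, 4211 were higher and 2646 lower, and with Trx RNAi 4211 were higher and 2767 lower. Of the genes that lost rhythm, the share that passed neither threshold was 93.2% with Set1 RNAi, 65.3% with Trr RNAi and 65.9% with Trx RNAi. Among genes with a changed rhythm, 45.7% were lower and 10.1% higher with Trr RNAi, and 47.1% were lower and 10.3% higher with Trx RNAi. With Set1 RNAi, 3.2% of the genes with a changed rhythm were lower and 17.5% higher. Of the genes that gained rhythm, 47% of 302 were higher with Trr RNAi and 61.2% of 183 with Trx RNAi. With a minimum of 1 CPM in every library, 146 features were higher and 53 lower with Set1 RNAi. It was 1305 and 1165 with Trr RNAi and 1377 and 1181 with Trx RNAi. With 3 RUVs factors of unwanted variation, 1723 were higher and 2503 lower with Trr RNAi, and 1665 and 2522 with Trx RNAi. The predominance of higher features with Trr and Trx RNAi thus reversed there.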

Interestingly, the knockdown of each of the HMTs results in reduced amplitude gene expression for many core clock genes including *per*, *tim*, *vri*, and *cwo* (Figure S8b, Table S3). This observation is similar to a previous study that showed the mammalian H3K4 methyltransferse MLL1 is necessary for cyclical oscillation of clock genes in mouse embryonic fibroblasts (Katada and Sassone‐Corsi 2010). Thus, in *Drosophila*, all three H3K4 methyltransferases are required non‐redundantly for H3K4me3 and rhythmic gene expression across most of the transcriptome. Moreover, each is required for the full amplitude of core clock gene expression.

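Levels of these genes were compared at ZT12, near the peak of the control. per (FBgn0003068) was at 1206 ± 57.9 CPM (SD, n = 3) in the control, 784 ± 109 (SD, n = 3) in the libraries labelled Set1 RNAi, 177.3 ± 17.7 (SD, n = 3) with Trr RNAi and 195.4 ± 42.2 (SD, n = 3) with Trx RNAi. cwo (FBgn0259938) was at 1106 ± 254 CPM (SD, n = 3) in the control, 681.8 ± 76.8 (SD, n = 3) with Set1 RNAi, 322.4 ± 25.2 (SD, n = 3) with Trr RNAi and 273.6 ± 50.2 (SD, n = 3) with Trx RNAi. The fitted peak-to-trough amplitude of per on the log2 scale was 4.78 with Set1 RNAi, 3.52 with Trr RNAi and 3.71 with Trx RNAi, changes from the control of -1.52, -2.78 and -2.59. That of tim (FBgn0014396) fell from 6.50 to 5.67, 4.23 and 3.85, and that of vri (FBgn0016076) from 6.53 to 4.82, 4.31 and 4.13 in the same order. The amplitude of cwo was 5.58 in the control, 3.79 with Set1 RNAi, 1.38 with Trr RNAi and 1.33 with Trx RNAi. In edgeR's quasi-likelihood test of the change of rhythm, all 4 genes differed from the control with Trr RNAi (highest adjusted p = 1.18e-06, for vri) and with Trx RNAi (highest adjusted p = 6.38e-07, also for vri). The model selection chose a separate rhythm of lower amplitude with Set1 RNAi for per (BIC weight 0.795), vri (0.874) and cwo (0.983). For tim it chose the control's rhythm with Set1 RNAi (0.823). In the edgeR test with Set1 RNAi, cwo passed an adjusted p of 0.05 (0.0027), whereas vri (0.0668), per (0.079) and tim (0.292) did not. The call of cwo was lost without replicate 2 (0.162), without replicate 3 (0.0778) and with only the genotypes compared (0.11). Without mCherry RNAi ZT12 replicate 1, vri (0.034) and per (0.0353) passed. Exons of other genes cover 9.9% of the exon bases of tim and 1.1% of those of per.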

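The amplitudes of 8 core clock genes (per, tim, vri, cwo, Clk, Pdp1, cry and Cipc) were tested together by permutation of the genotype labels within each time point (100000 resamples, two-sided). The median change in peak-to-trough amplitude from the control was -1.51 on the log2 scale in the libraries labelled Set1 RNAi (permutation p = 1e-05, the smallest these resamples can give), with 7 of 8 genes lower. With Trr RNAi it was -2.49 (permutation p = 0.00028) and with Trx RNAi -2.62 (permutation p = 0.0001), with 8 of 8 genes lower in each. A smaller share of outer photoreceptor nuclei in the Trr and Trx RNAi libraries could lower these amplitudes as well. The exception with Set1 RNAi was cry, whose amplitude was 2.06 in the control and 2.22 with Set1 RNAi, and exons of other genes cover 17.8% of its exon bases. At an adjusted p under 0.05 in edgeR's quasi-likelihood test of the change of rhythm, the genes that passed were 1 of 8 with Set1 RNAi, 8 with Trr RNAi and 7 with Trx RNAi over all genes tested, and 5, 8 and 8 when adjusted over the list alone. With the library that had been left out included, the change with Set1 RNAi was -0.77 (permutation p = 0.017), which was the largest move of any alternative. Every alternative gave a negative median change with a permutation p under 0.05 for each of the 3 groups.

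**Figure D1:**
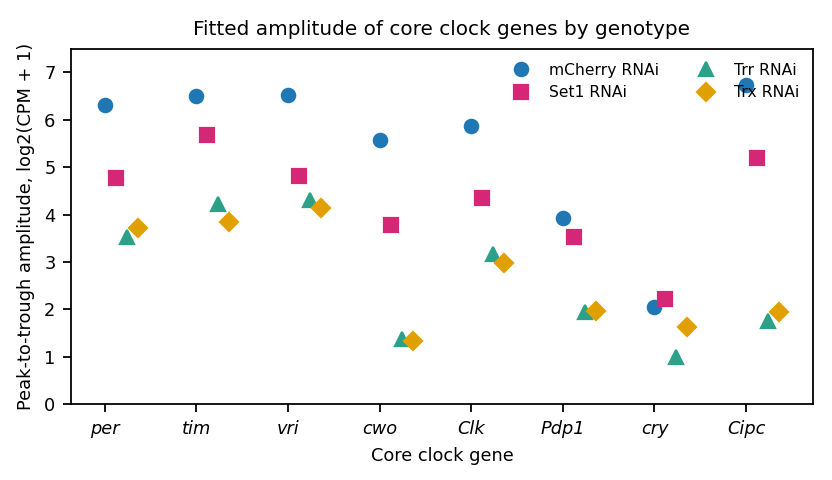
Fitted peak-to-trough amplitude, in log2(CPM + 1), of 8 core clock genes in libraries labelled mCherry, Set1, Trr and Trx RNAi (1 point per gene and genotype, from 17 or 18 libraries). The control lies between 2.06 for cry and 6.74 for Cipc, and the points of Trr and Trx RNAi lie below it for all 8 genes.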

Since disruption of circadian rhythms either in the *period* mutant or upon photoreceptor‐specific expression of dominant negative Clk results in retinal degeneration (Figure S1 (Jauregui‐Lozano et al. 2022)), the dysregulated rhythmic gene expression caused by H3K4 methyltransferase knockdown might also increase susceptibility to retinal degeneration. Indeed, we previously showed in an RNAi screen that photoreceptor‐specific knockdown of either Set1 or Trr results in premature retinal degeneration (Escobedo et al. 2023), and here we also observed significant premature retinal degeneration in Set1 knockdown flies compared with mCherry control at D30 (Figure 4e,f). Together, these data indicate that the age‐dependent decrease in H3K4me2/3 levels (Figure 2c) may have a profound impact on the rhythmic transcriptome.

### 2.6 Aging and H3K4 Methyltransferase Knockdown Lead to Many Parallel Rhythmic Gene Expression Changes

To determine if decreased H3K4me2/3 methylation in aging photoreceptors could at least partially account for the sweeping changes in rhythmic gene expression in old photoreceptors, we compared the rhythmicity changes observed in the H3K4 methyltransferase knockdowns with those in aging photoreceptors (Table S3). Since the two experiments used different control lines, we restricted our analysis to only genes that were similar in both controls (i.e., arrhythmic in both mCherry RNAi and D10 or rhythmic in both) (Figure S9a). About 83% of the genes that lose rhythmicity during aging also lose rhythmicity in at least one of the H3K4 methyltransferase knockdown lines, mostly due to Trx or Trr (Figure 5a,b, Figure S9b). Similarly, about 48% of the genes with age‐modulated rhythms also show modulated rhythms upon knockdown of the H3K4 methyltransferases. Decreased amplitude is a common feature of genes that overlap between the aging‐ and knockdown‐modulated categories (Figure 5c), suggesting that H3K4 methylation is important for maintaining the amplitude of rhythmic gene expression. Indeed, many of the core molecular clock components such as *per, Cipc*, and *cwo* exhibit amplitude decreases that are similar between aging and knockdown of all three H3K4 methyltransferases (Figure 5d). 

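The knockdown libraries are the part of this comparison that the deposited counts cover. Cipc (FBgn0051324) was at 575.3 ± 102 CPM (SD, n = 3) at ZT12 in the control, 397 ± 39.2 (SD, n = 3) in the libraries labelled Set1 RNAi, 124.2 ± 16.3 (SD, n = 3) with Trr RNAi and 127.2 ± 17.6 (SD, n = 3) with Trx RNAi. Its amplitude on the log2 scale was 77.0% of the control's with Set1 RNAi, 26.2% with Trr RNAi and 28.9% with Trx RNAi. For per these values were 75.9%, 55.8% and 58.9%, and for cwo 67.8%, 24.7% and 23.8%. The decrease was smaller with Set1 RNAi than in the other groups. The rhythm with Set1 RNAi differed from that with Trr RNAi in Cipc (edgeR's quasi-likelihood test, adjusted p = 2.07e-07), cwo (adjusted p = 9.88e-07) and per (adjusted p = 0.033). It also differed from that with Trx RNAi in Cipc (edgeR adjusted p = 5.3e-07), cwo (1.41e-06) and per (0.0128). The change of Cipc from the control had an adjusted p of 1.66e-12 with Trr RNAi, 4.87e-12 with Trx RNAi and 0.0689 with Set1 RNAi in the edgeR test. For Cipc the model selection chose a separate rhythm of lower amplitude with Set1 RNAi (BIC weight 0.895).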

Notably, 59% of the age‐modulated genes exhibit total loss of rhythmicity in at least one of the H3K4 methyltransferase knockdowns (Figure S9b), suggesting that in some cases, decreased amplitude resulting from diminished H3K4 methylation could entirely abolish rhythmicity. We note that a few genes show discordant rhythmicity changes between the individual H3K4 methyltransferase knockdowns, for example, loss in Trr and Trx versus modulation in Set1, leading to differences in the total numbers of genes in some comparisons (Figure S9b).

**FIGURE 5:**
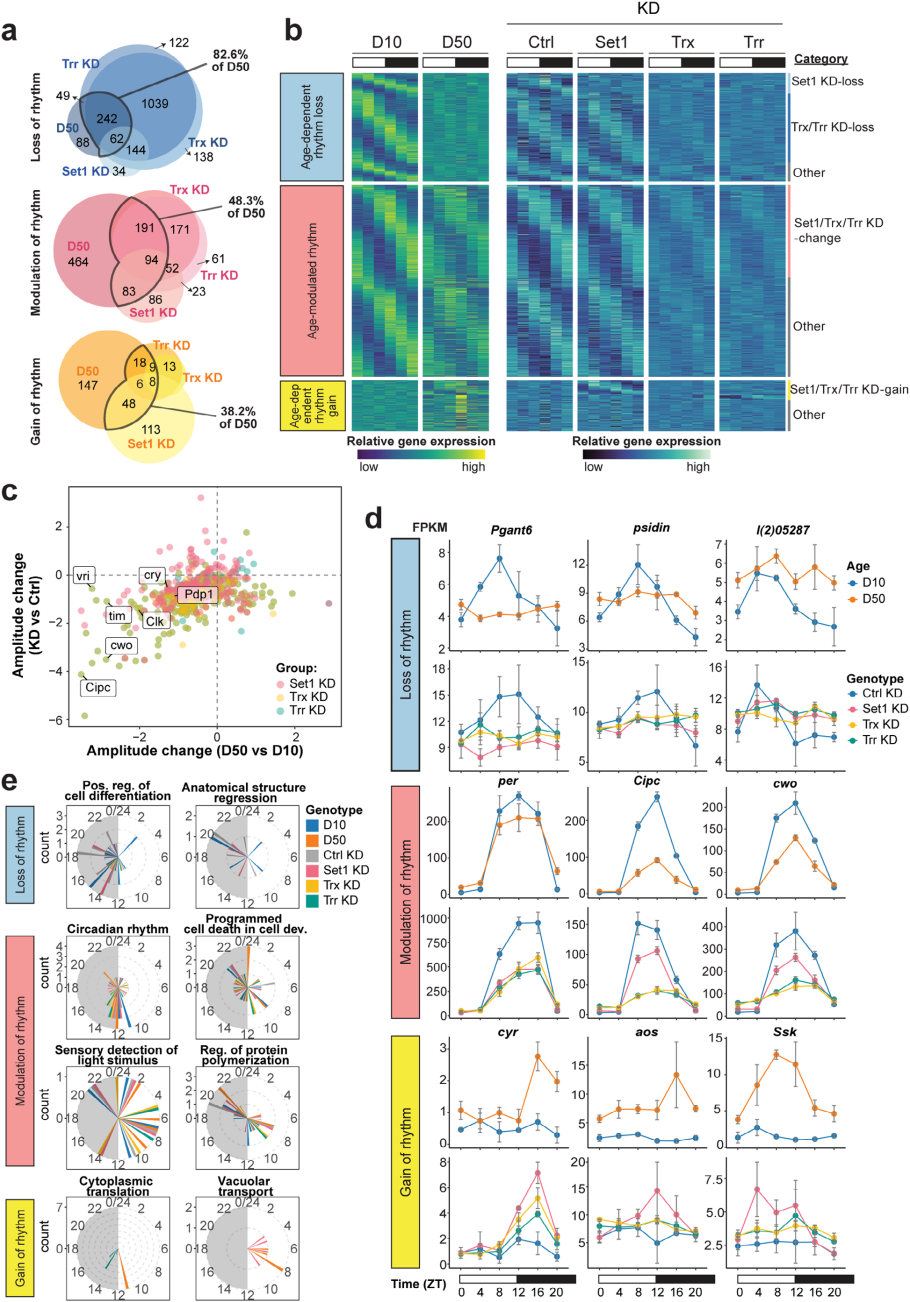
Comparison of rhythmic transcriptome changes between HMT knockdown and aging. (a) Venn diagrams showing the number of genes overlapping for the loss, gain, and change of rhythm categories for each H3K4 methyltransferase knockdown versus aging. (b) Heatmaps showing *z* score of relative expression for genes (rows) at D10 and D50, and in the knockdown control, Set1, Trx, or Trr RNAi samples at D10. All genes in the age‐dependent loss, modulated, and gain categories are shown, clustered within each category by rhythmicity change in each knockdown (vertical lines to the right of the heatmap). (c) Scatterplot comparing change in rhythmic gene expression amplitude during aging versus histone methyltransferase knockdown. Select core clock genes are labeled. (d) Line plots of gene expression levels for representative genes in the overlapping categories. Data are mean FPKM ± SD (*n* = 3). (e) Selected GO term analysis of genes in each overlapping aging/knockdown rhythmicity category displayed as radial histograms indicating peak gene expression phase in each sample.

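For the plotted genes outside the core clock, the counts gave the following rhythms in the knockdown libraries. Pgant6 (FBgn0035375) was assigned a rhythm in the control alone (BIC weight 0.887), with 21.68 ± 3.59 CPM (SD, n = 3) at ZT8 and 13.46 ± 1.69 (SD, n = 3) at ZT20 in the control. Its change from the control had an adjusted p of 0.0405 in the libraries labelled Set1 RNAi, 0.0151 with Trr RNAi and 0.00941 with Trx RNAi (edgeR's quasi-likelihood test). It no longer passed 0.05 in 8 of 16 alternatives with Set1 RNAi and in 4 each with Trr and Trx RNAi. A rhythm in the control alone was also chosen for the third gene plotted with a loss of rhythm (FBgn0284251, BIC weight 0.42) and, under the minimum weight of 0.4, for psidin (FBgn0243511, BIC weight 0.376). The change with Set1 RNAi did not pass an adjusted p of 0.05 for FBgn0284251 (0.36) or psidin (0.115) in the edgeR test. With 3 RUVs factors both passed (0.0248 and 0.0295), and with 1 factor FBgn0284251 did (0.0234). With Trr RNAi it was 0.0327 for FBgn0284251 and 0.00163 for psidin, and with Trx RNAi 0.0301 and 0.00187. FBgn0284251 no longer passed 0.05 in 5 of 15 alternatives with Trr RNAi and in 4 with Trx RNAi, and psidin in 2 of 16 with each. Among the genes with a gain of rhythm, cyr (FBgn0030001) was assigned one rhythm in the 3 groups of knockdown libraries and none in the control (BIC weight 0.897). At ZT16 it stood at 1.446 ± 0.723 CPM (SD, n = 3) in the control and 6.187 ± 0.433 (SD, n = 3) with Set1 RNAi. Its change of rhythm passed an adjusted p of 0.05 in edgeR's test with Trx RNAi (0.0117, but 0.0874 with thinned counts, 0.248 without replicate 1 and 0.153 without replicate 3) but not with Trr RNAi (0.0528, 0.0479 with DESeq2's size factors, 0.0481 with the time point as a factor and 0.0477 without Set1 RNAi ZT12 replicate 3) or Set1 RNAi (0.0959). A rhythm with Set1 RNAi alone was chosen for aos (FBgn0004569, BIC weight 0.747) and, under the minimum weight, for Ssk (FBgn0036945, BIC weight 0.284). Their changes had adjusted p-values of 0.0945 and 0.092 with Set1 RNAi in the edgeR test, and without mCherry RNAi ZT12 replicate 1 they had 0.0391 and 0.0271. With 3 RUVs factors they had 0.0113 and 0.0378, and aos had 0.0105 with 1 factor. cyr, Ssk, aos and FBgn0284251 had fewer than 10 counts in at least 1 control library, which limits what a rhythm in the control could show.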

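In the knockdown libraries, Atg9, Atg18a, Dark and Dronc differed in which groups lost the rhythm. Atg9 (FBgn0034110) was assigned a rhythm shared by the control and the libraries labelled Set1 RNAi, with an amplitude of 0.62 on the log2 scale, and none with Trr or Trx RNAi (BIC weight 0.793). Dark (FBgn0263864) was also rhythmic in the control and with Set1 RNAi, with the peak at ZT 18.5 and 12.5 h respectively, and not with Trr or Trx RNAi (BIC weight 0.571). An antisense gene, asRNA:CR44390, covers 56.9% of the exon bases of Dark, and the counts do not use strand. Atg18a (FBgn0035850) had the same pattern below the minimum weight (BIC weight 0.376), with amplitudes of 0.69 in the control and 0.39 with Set1 RNAi. Dronc (FBgn0026404) was assigned a rhythm in the control alone (BIC weight 0.685, amplitude 0.79). In edgeR's quasi-likelihood test, the change of rhythm passed an adjusted p of 0.05 for Atg18a, with 0.000259 for Trr RNAi and 0.000362 for Trx RNAi. It did not pass for Atg9 (0.0938 and 0.144), Dark (0.054 and 0.219) or Dronc (0.179 and 0.239). For Dark with Trr RNAi it passed without mCherry RNAi ZT12 replicate 1 (0.0222) or Set1 RNAi ZT12 replicate 3 (0.0253). A control library at ZT12 held 1 count of Dronc and 19 of Atg9. At ZT20, Atg18a was at 57.21 ± 4.87 CPM (SD, n = 3) in the control, compared with 35.01 ± 4.5 (SD, n = 3) at ZT12.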

Interestingly, several genes involved in autophagy completely lose rhythm in both aging and H3K4 methyltransferase knockdown (Figure 5e), such as *Autophagy‐related 9* (*Atg9*), *Autophagy‐related 18a* (*Atg18a*), *Death‐associated APAF1‐related killer* (*Dark*), and *Death regulator Nedd2‐like caspase* (*Dronc*). In addition, genes involved in the response to light exhibit altered rhythmic expression in both aging and upon methyltransferase knockdown. Strikingly, a portion of genes whose rhythmicity is induced with age also gain rhythmicity upon Set1 knockdown (Figure 5a,b). 

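In the knockdown libraries, the 85 cytosolic ribosomal protein genes were examined as a list. Their median amplitude was 0.48 on the log2 scale in the control and 0.19 in the libraries labelled Set1 RNAi. The median change of -0.27 was below that of all 10000 random lists of the same size matched on mean expression, whose medians ran from -0.23 to 0.08, and 15 of the 85 genes had a higher amplitude with Set1 RNAi. Without replicate 3 the change was -0.15, at percentile 7.96 of such lists, and with the library that had been left out included it was 0.78, at percentile 65.6. Of the 59 ribosomal protein genes that were classified, 0 were among the genes that gained rhythm in the libraries labelled Set1 RNAi. Rhythm was gained with Trr RNAi alone in 46 of the 59 (Fisher's exact test, two-sided, p = 5.4e-78, with all classified features as background, and genes are not independent replicates). In edgeR's quasi-likelihood test, 3 of the 85 genes were rhythmic with Set1 RNAi and 15 in the control at an adjusted p under 0.05. The change of rhythm from the control passed for 0 of the 85 with Set1 RNAi and for 48 with Trr RNAi. At an unadjusted p under 0.05 it was 4 with Set1 RNAi. Gene by gene, the rhythm with Trr RNAi was not set apart from that with Trx RNAi in the same test (0 of 85 genes at an adjusted p under 0.05). At an unadjusted p under 0.05 it was 77 of the 85, compared with 811 of the 14767 features tested. The list as a set thus differed more than the features at large, though its genes are not independent replicates.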

Apart from “late‐life cyclers” previously described as being involved in the oxidative stress response (Kuintzle et al. 2017), these “gain‐of‐rhythm” genes encode proteins involved in translation, largely components of the ribosome (Figure 5e).

To test if alleviating the age‐dependent decrease of H3K4me2/3 levels would restore amplitude of these core clock genes, we expressed RNAi against the H3K4me3 demethylase Kdm5 (Secombe et al. 2007) in photoreceptors and examined transcript levels by qRT‐PCR at D50. Although photoreceptors constitute the most abundant clock cell in the head, we did not observe a significant difference in *per, tim*, or *vri* transcript levels at the peak of their expression (ZT12) between Kdm5 knockdown and control (Figure S9c), despite the efficiency of knockdown in this Kdm5 RNAi line (Figure S9d). Thus, our data indicate that decreasing H3K4me3 demethylation is not sufficient to rescue rhythmicity in old flies, potentially because there could be more widespread epigenetic changes that occur during aging that also contribute to the changes in rhythmicity.

### 2.7 Multiple Histone Methyl Marks Decrease Genome‐Wide in Aging Photoreceptors

We previously found that old photoreceptors also have genome‐wide decreases in H3K36me3 (Jauregui‐Lozano et al. 2023), hinting at more widespread changes in the aging photoreceptor epigenome. To examine this possibility, we used CUT&RUN to profile H3K4me2/3 and H3K36me3, and two repressive marks, H3K9me3 and H3K27me3 in young (D10) and late middle‐aged (D40) photoreceptors (Figure 6a). Similar to our previous findings, H3K36me3 decreases over gene bodies in older flies. These alterations in histone methylation are not restricted to active marks because both H3K9me3 and H3K27me3 also decrease with age. The decrease in histone methylation does not result from photoreceptor loss because these flies show no retinal degeneration at D40 (Hall et al. 2017), and we obtain similar yields for both RNA‐seq and CUT&RUN samples at both young and old ages (data not shown).

**FIGURE 6:**
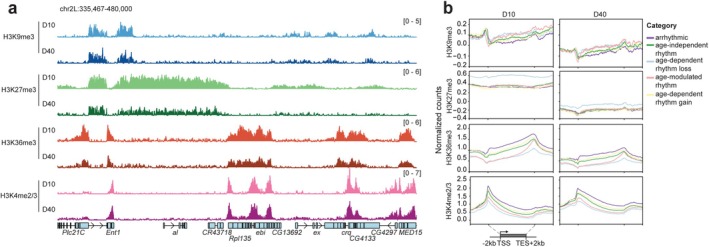
Histone methyl marks decrease genome‐wide in aging photoreceptors. (a) IgG‐normalized CUT&RUN tracks of histone methyl marks for indicated genomic region at each age at ZT12. Data are mean (*n* = 4). (b) Gene metaplots for age‐dependent rhythmic categories.

When we examine the relative levels of each histone methyl mark at genes that show different changes in rhythmicity with age, we find that those genes that lose (*blue line*) or change (*red line*) rhythmicity during aging are marked by lower levels of H3K4me2/3 and H3K36me3 relative to the other categories of genes that are arhythmic, or that gain or maintain rhythmicity with age (Figure 6b, Figure S9f). In addition, the genes that lose rhythmicity with age also exhibit higher levels of H3K9me3 and H3K27me3 relative to other categories at both D10 and, to a lesser extent, at D40. These data indicate that the genes that lose rhythmicity with age may lie near repressive chromatin domains, marked by lower H3K4 methylation and higher levels of H3K37me3. Intriguingly, these same genes that lose rhythmicity with age and have the lowest levels of H3K4 methylation tend to be expressed in the early morning between ZT0‐4 (Figure 2e). Our data suggest that the broader chromatin state, defined in part here by combinatorial histone methylation levels, contributes both to the phase of diurnal rhythmic gene expression in young flies *and* to how aging will alter its rhythmicity.

The fact that multiple different histone methyl marks decrease in old photoreceptors genome‐wide, rather than at specific loci, suggests that decreased abundance of any individual methyltransferase is unlikely to explain our observations. Supporting this, we do not observe overall trends in gene expression, that is, decreases in expression of H3K4 methyltransferases or increased expression of demethylases, that provide a simple explanation for the observed age‐dependent decreases in histone methylation (Figure S9e). For instance, both Set1 and Trx are actually upregulated in old photoreceptors at the transcript level. Further, our proteomic data from *Drosophila* eyes shows that Set1 and Trr do not change in protein abundance with age, while Trx is only moderately increased (Stanhope et al. 2023). Our data support a model in which these broad genome‐wide changes in histone methylation during aging have combinatorial impacts on rhythmic transcription. These alterations in chromatin state likely impair the ability of Clk:Cyc, and other transcription factors, to stimulate rhythmic gene expression at appropriate times during the diurnal cycle.

## 3 Discussion

Our data show that there are no major changes to the occupancy of the core clock transcription factors Clk and Cyc between young and old age in *Drosophila* photoreceptors. However, the ability of Clk and Cyc to stimulate gene expression in old age is altered, indicated by the changes to the rhythmic expression of many of their target genes. Despite the relatively small number of genes bound by Clk and Cyc, these target genes could have an outsized impact on the transcriptome since many of them encode transcription factors, transcriptional regulators, and RNA‐binding proteins. We, like others, observe decreases in the amplitude of core molecular clock genes such as *per* and *tim* during aging (Luo et al. 2012; Rakshit et al. 2012), which seems to be a hallmark of aging across circadian‐regulated tissues. We propose that this decrease in the amplitude of core clock expression in aging photoreceptors results from an impairment in the kinetics of transcription activation, in part due to reduced H3K4 methylation. Supporting this idea, knockdown of the H3K4 methyltransferases in young flies decreases the amplitude of core clock genes similarly to aging, and H3K4me2/3 levels are decreased genome‐wide in old photoreceptors. We speculate that the overlap we observe between H3K4 methyltransferase knockdown and aging may be due to the importance of H3K4 methylation for productive transcription elongation, which in turn is critical for rhythmic transcription. In mouse embryonic stem cells, acute depletion of H3K4me3 decreases the release of promoter‐proximally paused Pol II, leading to decreased transcription elongation (Wang et al. 2023), while in plants, removal of H3K4me1 decreases Pol II processivity (Menon et al. 2024). Previous studies have attributed the observed disconnect between Pol II recruitment and the phase of gene expression to delays in post‐transcriptional processing (Le Martelot et al. 2012). However, in mouse liver, levels of Pol II on the gene body, but not at promoters, correlate with transcription of clock‐regulated genes (Zhu et al. 2018). Even at core clock genes in *Drosophila*, rhythmic Pol II recruitment does not correlate with rhythmic gene expression in all cases (Taylor and Hardin 2008). Thus, decreased H3K4 methylation may impair productive transcription in old photoreceptors, leading to mistimed transcriptional output.

Our data reveal that the relative levels of H3K4 methylation, rather than oscillating patterns, correspond to the peak of transcription. There are dynamic patterns of Pol II occupancy, chromatin accessibility, and H3K4 methylation occurring genome‐wide, regardless of when a gene is maximally expressed. One possibility is that higher H3K4me2/3 levels enhance the rate of Pol II release and promote transcription elongation, leading to a peak of expression between ZT8 and 12, while genes with lower H3K4me2/3 levels have decreased Pol II elongation and delayed expression. This model remains to be tested since we have not analyzed transcription elongation directly in aging photoreceptors due to the technical challenges associated with isolating photoreceptor nuclei from flies. Moreover, although we show that H3K4 methylation is a major contributor to maintaining rhythmic transcription in old flies, both non‐histone substrates of the methyltransferases and the other histone methyl marks that decrease in old flies could also impact circadian rhythms. Butterfly TRX has been shown to influence circadian rhythms by promoting the interaction between Clk and Per through arginine methylation of heat shock protein 68 (Zhang et al. 2022). Further, H3K9me3 and H3K27me3 methyltransferases impact circadian gene expression in mammals (Duong and Weitz 2014; Liu et al. 2024), and the H3K36 methyltransferase Set2 contributes to age‐dependent splicing in photoreceptors (Jauregui‐Lozano et al. 2023). Thus, decreases in methylation of multiple histone and non‐histone substrates during aging could affect both transcription itself and downstream processes such as splicing and RNA processing, leading to combinatorial and widespread impacts on rhythmic gene expression.

Our study leaves open the question of what causes the widespread changes in chromatin, particularly the decrease in histone methylation, in the aging retina. We do not observe expression changes in methyltransferases or demethylases at the transcript or protein level that provide a simple explanation for the decrease in histone methylation, suggesting that another mechanism is likely involved. One potential explanation is that there are age‐dependent changes in primary metabolism, which generate many of the substrates and cofactors required for histone modifications (Serefidou et al. 2019). Changes in substrate availability or the accumulation of inhibitory metabolites could modulate histone methyltransferase activity in vivo without requiring a concurrent change in enzyme abundance. Supporting this hypothesis, we and others observed increase in *S*‐adenosyl methionine (SAM), the methyl donor for histone methylation, together with increases in *S*‐adenosyl homocysteine (SAH) and 5′‐methyl‐thioadenosine (MTA) in aged flies, both of which are potent inhibitors of methyltransferase activity (Obata and Miura 2015; Hall et al. 2021; Parkhitko et al. 2016). A ^13^C5‐methionine tracing study further demonstrated significantly increased SAM and SAH in old flies, indicating elevated flux through the methionine cycle rather than simple changes in steady‐state metabolite levels (Parkhitko et al. 2021). Thus, despite increased SAM abundance, the concurrent accumulation of inhibitory metabolites and altered metabolic flux may contribute to the observed age‐dependent reduction in histone methylation. In other tissues such as the mouse liver, dietary interventions that alter metabolism, such as caloric restriction, which promotes lifespan, also increase the number of rhythmically expressed genes (Sato et al. 2017). Thus, the changes in metabolism that occur as a consequence of aging could provide one explanation for why circadian rhythms become dysregulated in old age. Since tissues receive distinct metabolic inputs that shape the epigenome, aging could impact rhythmic gene expression in distinct ways depending on the response of each tissue's epigenome.

## 4 Methods

### 4.1 Fly Stocks and Genetics

*Drosophila* were maintained on standard fly food at 25°C under 12‐h:12‐h light: dark conditions where ZT0 indicates the beginning of the light phase. Male flies were collected at indicated age (days post‐eclosion, D) ± 1 day and ZT ± 15 min with dark phase collections (ZT12‐20) performed under red light. *Rh1‐Gal4>UAS‐GFP* ^*KASH*^ flies were collected for aging RNA‐seq and CUT&RUN/ATAC‐seq studies (D10, D50). CUT&RUN studies of histone methyl marks were also performed in *Rh1‐Gal4>UAS‐GFP* ^*KASH*^ (D10, D40). For knockdown RNA‐seq and CUT&RUN studies (D10), *Rh1‐Gal4>UAS‐GFP* ^*KASH*^ were crossed to either control (mCherry) RNAi, Set1 RNAi, Trx RNAi, or Trr RNAi. Clk and Cyc CUT&RUN (D10, D50) was performed in progeny from *Rh1‐Gal4>UAS‐GFP* ^*KASH*^ crossed to either GFP‐tagged Clk or Cyc (Kudron et al. 2018), or *w* ^*1118*^ (untagged) control. A full list of fly stocks used in this study is provided in Table S4.

### 4.2 Circadian Locomotor Activity Monitoring

Flies were raised in 12‐h:12‐h light: dark conditions and males were transferred to vials for locomotor activity assays at 5 days post‐eclosion. Locomotor activity was monitored using the DAM2 *Drosophila* activity monitor (Trikinetics) for 5 days of 12‐h:12‐h light: dark followed by 12‐h:12‐h dark: dark. Actograms and periodograms were generated using ShinyR‐DAM (Cichewicz and Hirsh 2018).

### 4.3 Assessment of Retinal Degeneration

Retinal degeneration was assessed in at least 10 individual live male flies by bright‐field microscopy using optic neutralization (Franceschini and Kirschfeld 1971). Images were de‐identified and scored blindly for rhabdomere loss.

### 4.4 qRT‐PCR Analysis of Gene Expression

Relative expression of indicated genes was examined using qRT‐PCR in pupae in triplicate as previously described (Stegeman et al. 2018). cDNA was generated from 300 ng of RNA, and expression values were determined by qPCR using a reference curve relative to reference gene (*RpL32* and *eIF1A*). Primers are described in Table S4.

### 4.5 Nuclei Immuno‐Enrichment (NIE)‐Based RNA‐Seq, CUT&RUN, or ATAC‐Seq

Photoreceptor nuclei were immuno‐enriched from *Rh1‐Gal4>UAS‐GFP* ^*KASH*^ heads using GFP antibodies coupled to magnetic beads as previously described (Jauregui‐Lozano et al. 2021). RNA‐seq, CUT&RUN, and ATAC‐seq were performed in triplicate in male flies (200 flies for CUT&RUN; 400 flies for RNA‐seq or combined CUT&RUN/ATAC‐seq) at indicated age and ZT.

#### 4.5.1 RNA‐Seq

Libraries were generated from nuclear RNA using the Tecan Ovation SoLo RNA‐seq library preparation kit with *D. melanogaster* AnyDeplete probes to eliminate rRNA, and sequencing was performed on the Illumina HiSeq 2000 platform.

#### 4.5.2 CUT&RUN and ATAC‐Seq

Bead‐bound nuclei from the same biological replicate were split evenly and processed simultaneously for combined CUT&RUN and ATAC‐seq to enable within‐sample comparison. CUT&RUN was performed on bead‐bound nuclei as described previously (Meers et al. 2019) using pAG‐MNase fusion protein purified in our lab using the Pierce cobalt kit (ThermoFisher, Pierce His Protein Interaction Pull‐Down Kit, Cat. #21227). pAG/MNase was a gift from Steven Henikoff (Addgene plasmid # 123461; http://n2t.net/addgene:123461; RRID:Addgene_123461). An IgG negative control was performed for each experimental sample (replicate) matched for antibody concentration and pAG‐MNase incubation time. The following antibodies were used for CUT&RUN with the indicated pAG‐MNase activation times: anti‐GFP, 5 min (Abcam, ab6556); anti‐H3K4me2/3, 20 min (Abcam, ab8580); anti‐H3K36me3, 20 min (Abcam, ab9050); anti‐H3K9me3, 20 min (Abcam, ab176916); anti‐H3K27me3, 20 min (Epicypher, 13‐0055); anti‐H3K4me1, 30 min (Abcam, ab8895); anti‐H3K4me2, 30 min (Thermo Fisher, 710796); anti‐H3K4me3, 30 min (EpiCypher, 13‐0041); anti‐RNA Pol II‐CTD, 2 min (Millipore Sigma, #050623); IgG, variable time (EpiCyper, 13‐0042). The second anti‐H3K4me3 (EpiCypher, 13‐0041) antibody is specific for H3K4me3, whereas the H3K4me2/3 (Abcam, ab8580) although originally described as specific for H3K4me3, recognizes both H3K4me2 and H3K4me3 (Shah et al. 2018). CUT&RUN libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina with modifications to enrich for small fragments (https://doi.org/10.17504/protocols.io.bagaibse) for the Clk and Cyc and Pol II CUT&RUN libraries. ATAC‐seq was performed using the conditions for Omni‐ATAC (Corces et al. 2017; Jauregui‐Lozano et al. 2021) with recombinant Tn5 transposase from Active Motif, loaded with oligos according to the manufacturer's protocol (Active Motif Cat. #81286). Libraries were sequenced on the Illumina NovaSeq X Plus platform. Detailed protocols for NIE‐based RNA‐seq, ATAC‐seq, and CUT&RUN are available: dx.doi.org/10.17504/protocols.io.kxygxp1d4l8j/v3.

### 4.6 RNA‐Seq, CUT&RUN, and ATAC‐Seq Data Analysis

We obtained at least 27 million reads for RNA‐seq samples, and 7 million reads for CUT&RUN and ATAC‐seq samples. All samples were normalized to library size during analysis (i.e., CPM). 

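The library labelled Set1 RNAi ZT20 replicate 1 held 687 counts on 407 features. ZT20 of this genotype therefore rests on 2 replicates. Among the libraries kept, the fewest features with a count were found in mCherry RNAi ZT12 replicate 1 (10229) and Set1 RNAi ZT12 replicate 3 (13400), compared with medians of 16882 and 17530 in these genotypes. Without mCherry RNAi ZT12 replicate 1, 770 genes lost rhythm in the libraries labelled Set1 RNAi, fewer than with it.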

We removed two of the RNA‐seq samples (D10 ZT8 replicate 1, Set1KD ZT20 replicate 1) after preliminary analysis due to poor data quality. All other analyzed data had at least 3 biological replicates for each condition.

#### 4.6.1 Alignment and Processing, ATAC‐Seq Analysis

Data was trimmed using Trimmomatic for paired‐end reads (Bolger et al. 2014), and aligned to the *D. melanogaster* genome (BDGP6.46) using HISAT2 (Kim et al. 2019) for RNA‐seq data or bowtie2 (Langmead and Salzberg 2012) for CUT&RUN and ATAC‐seq data with the *–very‐sensitive* (ATAC‐seq, CUT&RUN) and *–dovetail* (CUT&RUN) arguments. For RNA–seq data, the first 5 bp from the forward read was removed prior to trimming using Cutadapt (Martin 2011), as recommended for Ovation SoLo libraries. SAM files were processed using SAMtools to generate sorted BAM files (Danecek et al. 2021). CPM‐normalized bigWig files were generated using deepTools (Ramírez et al. 2016).

#### 4.6.2 RNA‐Seq

Subread featureCounts (Liao et al. 2014) was used to count either exonic or intronic feature with intronic regions defined for the *Drosophila* genome using the *GenomicFeatures* package (Lawrence et al. 2013). 

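Applied to the knockdown counts, a minimum of 1 CPM in every library of a genotype was met by 7656 features with mCherry RNAi, 9370 with Set1 RNAi, 12034 with Trr RNAi and 12234 with Trx RNAi. Of the features in the files, 22082 had at least 1 count in the libraries used.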

We defined photoreceptor‐expressed genes as having a CPM ≥ 1 in at least all 3 biological replicates. We used RUVseq (Risso et al. 2014) to account for batch effects in the knockdown RNA‐seq experiments due to high number of samples. 

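In the principal components of the knockdown libraries, the first component held 64.57% of the variance. It placed the libraries labelled mCherry and Set1 RNAi between -85.13 and -41.69 and those labelled Trr and Trx RNAi between 43.27 and 79.66, which is also the division by sequencing platform in the deposited labels. The second component held 7.07%. Factors of unwanted variation were estimated from the replicates of each genotype and time point, as in the RUVs method of this package, with 1 or 3 factors, since the number is not given in the paper's text. Their loadings come from differences between replicates of one genotype and time point, in which a batch that coincides with a genotype does not appear. With 1 factor, 3365 genes lost rhythm in at least 1 knockdown, and with 3 factors 3583.

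**Figure D2:**
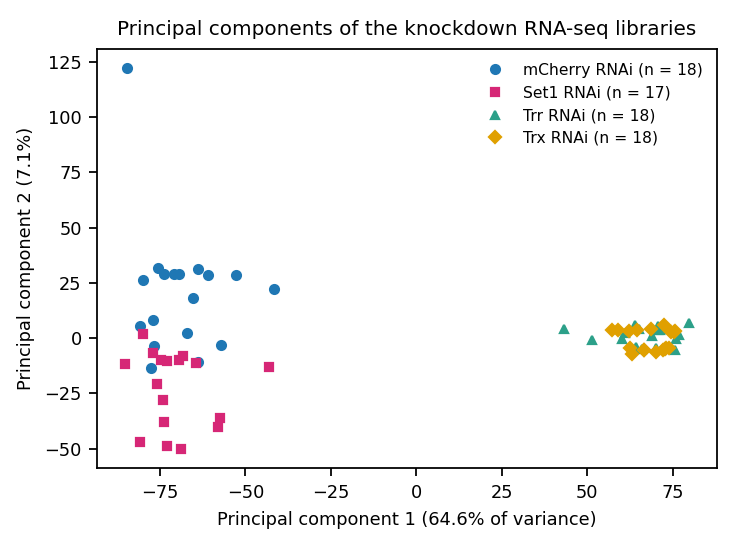
Principal components 1 and 2 (in units of log2 expression) of the 71 knockdown RNA-seq libraries, with 1 point per library and a colour and shape per genotype. Libraries labelled Trr and Trx RNAi lie at 43.27 or above on the first component, and those labelled mCherry and Set1 RNAi at -41.69 or below.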

PCA plots were generated using the variance stabilizing transformation (vst function) on count data and plotPCA function in DESeq2 (Love et al. 2014). We determined relative expression values (CPM and FPKM) and identified genes that were differentially expressed across all time points (ZT) using edgeR (Chen et al. 2024; Chen et al. 2016; Robinson et al. 2009; McCarthy et al. 2012). Differential rhythmic gene expression analysis was performed using dryR (Weger et al. 2021), separately on either exonic reads or intronic reads, with categorized genes required to have BICW ≥ 0.6 for aging and BICW ≥ 0.4 for histone methyltransferase knockdown. Phase and amplitude values were also determined using dryR. All categories and BICW values are shown in Tables S1 and S3. Exon‐based dryR categories were used for subsequent comparisons except for Figure S2.

#### 4.6.3 CUT&RUN

Peaks were called using MACS2 (Zhang et al. 2008) applying a custom‐generated *Drosophila* CUT&RUN blacklist. This blacklist was created using BAM files from all IgG negative control samples from the initial Clk and Cyc CUT&RUN experiment based on a previously‐described approach (Quinlan and Hall 2010). Briefly, peaks were called with MACS2 on IgG samples using a stringent FDR cutoff (0.001), and then peaks that were present in more than half of the files were selected using BEDTools (Quinlan and Hall 2010). We then merged peaks within 3000 bp of each other, and expanded these regions 1000 bp on either side to make a final BED file of blacklisted regions (Table S4). These blacklist regions were used for peak finding and subtracted for data visualization (heatmaps and metaplots). To define Clk and Cyc peak regions, we called peaks using MACS2 with an FDR of 0.05 for each replicate sample against its own IgG sample. We then selected peaks that were present in at least 2 of 3 biological replicates using the BEDTools multiinter function. Peaks within 500 bp were merged, and peaks mapped to chromosomes other than 2L, 2R, 3L, 2R, 4, X, and Y were filtered out. Blacklist regions were subtracted from these peaks to generate the final Clk:Cyc peak list. Clk:Cyc peaks were mapped to target genes based on nearest utilized TSS within 1 kb of peak (*see custom GTF generation below*).

#### 4.6.4 Data Visualization, Custom GTF, and Gene Ontology

All CUT&RUN data is shown as CPM‐normalized and subtracted for respective IgG control. Data are visualized across genomic coordinates using Gviz (Hahne and Ivanek 2016). Heatmaps and metaplots were generated using deepTools (Ramírez et al. 2016) based on a custom GTF file representing unique used transcripts. To create the custom GTF, the *Drosophila melanogaster* BDGP6.46 genome assembly release 112 was used. First, the GTF was limited to chromosomes X, 2, 3, and 4. Then, the GTF was subset to contain only unique TSSs, keeping longest transcripts. TSSs that were not used in photoreceptor cells were removed as follows: Aging RNA‐seq data was counted over 5′ UTR regions using Subread featureCounts, then normalized to produce CPM using edgeR before filtering for UTR regions that had at least 1 CPM across three biological replicates. Afterward, genes that were detected using RNA‐seq but did not have 5′ UTR counts (e.g., noncoding RNAs) were added back into the GTF. This custom GTF is supplied as Table S4.

CUT&RUN signals at different ZTs at promoters (TSS ± 500 bp) and gene bodies (500 bp downstream of TSS to TES) were calculated by averaging signal over defined region using deepTools multiBigWigSummary. Gene ontology analysis for D10 versus D50 was performed using clusterProfiler (Yu 2024; Xu et al. 2024; Yu et al. 2012; Wu et al. 2021). Gene ontology analysis for age‐dependent rhythmicity categories was performed using GOrilla (Eden et al. 2009; Eden et al. 2007), and enriched GO terms presented as radial histograms showing peak expression in each genotype based on RNA‐seq data using ggplot2 custom R scripts (Hadley 2016). Custom plots were generated in R (version 4.4.1).

### 4.7 Statistical Analysis

Statistical analyses were performed as described in figure legends. Rhythmic gene expression analysis statistics were generated using the dryR package. Statistics for GO terms were generated using clusterProfiler. Differential gene expression statistics were generated using edgeR. Gene overlapping statistics were performed using SuperExactTest (Wang et al. 2015). Statistical significance for retinal degeneration was derived using an ANOVA with Tukey's HSD. Statistical significance for qPCR was determined using Dunn's test.

## Author Contributions

Sarah E. McGovern contributed aging RNA‐seq, CUT&RUN for Clk, Cyc, and RNA Pol II, circadian behavior analysis, and ATAC‐seq. Gaoya Meng contributed HMT knockdown RNA‐seq, CUT&RUN of H3K4me1, H3K4me2, and H3K4me3, and circadian behavior analysis. Makayla N. Marlin contributed aging D10 vs. D40 CUT&RUN experiments. Sophia A. Pruitt and Sarah E. McGovern contributed optic neutralization experiments. Sarah E. McGovern, Gaoya Meng, and Vikki M. Weake contributed the bulk of data analysis, writing, and editing.

## Funding

Research reported in this publication was supported by the National Eye Institute of the National Institutes of Health under Award Number R01EY033734 to Vikki M. Weake. The content is solely the responsibility of the authors and does not necessarily represent the official views of the National Institutes of Health. Additional support was provided by Bird Stair funding from the Purdue University Department of Biochemistry to Sarah E. McGovern and Gaoya Meng.

## Disclosure

Code availability: Custom codes were not generated in this study.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Appendix S1:** acel70396‐sup‐0001‐AppendixS1.pdf.

**Table S1:** D10 versus D50 photoreceptor nuclear RNA‐seq processed data. DryR analysis output (DryR_D50vsD10), edgeR differential gene expression analysis (edgeR_D50 vs. D10), and GOrilla output for each age‐dependent rhythmicity category.

**Table S2:** Peaks of Clk:Cyc occupancy and nearest mapped genes as determined using the closest TSS that is used in photoreceptors.

**Table S3:** HMT KD RNA‐seq mCherry/Set1/Trx/Trr KD photoreceptor nuclear RNA‐seq processed data. Includes DryR analysis output (DryR_HMT_KD), edgeR differential gene expression analysis (SetKD_DEGs, TrxKD_DEGs, TrrKD_DEGs). Comparison between D10 versus D50 and mCherry/Set1/Trx/Trr KD nuclear RNA‐seq processed data. Includes rhythm parameters in each condition (DryR_AgingvsHMTKD) and gene overlap analysis (AgingvsHMTKD_UpSet).

**Table S4:** Additional methods information. Includes all genotypes used (Genotypes), all qPCR primers (Primers), the CUT&RUN blacklist generated from IgG sample data (Blacklist), and the custom GTF for unique used transcripts in photoreceptors (Custom GTF).

## Data Availability

High‐throughput sequencing data is available at the Gene Expression Omnibus (GEO). GSE262862: D10 and D50 RNA‐seq (33 samples); GSE253177: Clk and Cyc CUT&RUN (84 samples); GSE281054: D10 and D40 H3K4me2/3, H3K36me3, H3K27me3 and H3K9me3 CUT&RUN, and D10 mCherry RNAi, Trx RNAi, Trr RNAi H3K4me1/2/3 CUT&RUN (40 samples); GSE278041: D10 and D50 ATAC‐seq, RNA Pol II, H3K4me1/2/3 CUT&RUN (252 samples); GSE262534: D10 mCherry RNAi, Set1 RNAi, Trx RNAi, Trr RNAi RNA‐seq (72 samples). Rhythmic expression plots for genes of interest in aging or H3K4 methyltransferase knockdown can be visualized at: https://vikkiweake.shinyapps.io/shinyr_vweake/.

# Supplementary material for: Broad Epigenetic Shifts in the Aging Drosophila Retina Contribute to Its Altered Diurnal Rhythmic Transcriptome
**Source:** Aging Cell. 2026 Feb 12;25(2):e70396. doi: 10.1111/acel.70396
**Supplement:** Supplementary file 1 — Appendix S1: acel70396‐sup‐0001‐AppendixS1.pdf.

## SUPPLEMENTAL FIGURES

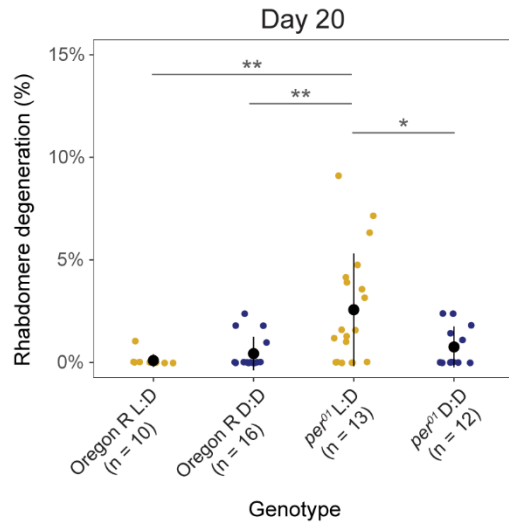

### Supplemental Figure 1: Functional *period* is required for protection against light-dependent retinal degeneration.

Optical neutralization of *per* mutant flies relative to the wild-type control, OregonR. Flies were raised in 12-hr:12-hr light:dark (L:D) or dark:dark (D:D) conditions as indicated. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , ANOVA + Tukey's HSD. Number of biological replicates ( $n$ ) is indicated per condition.

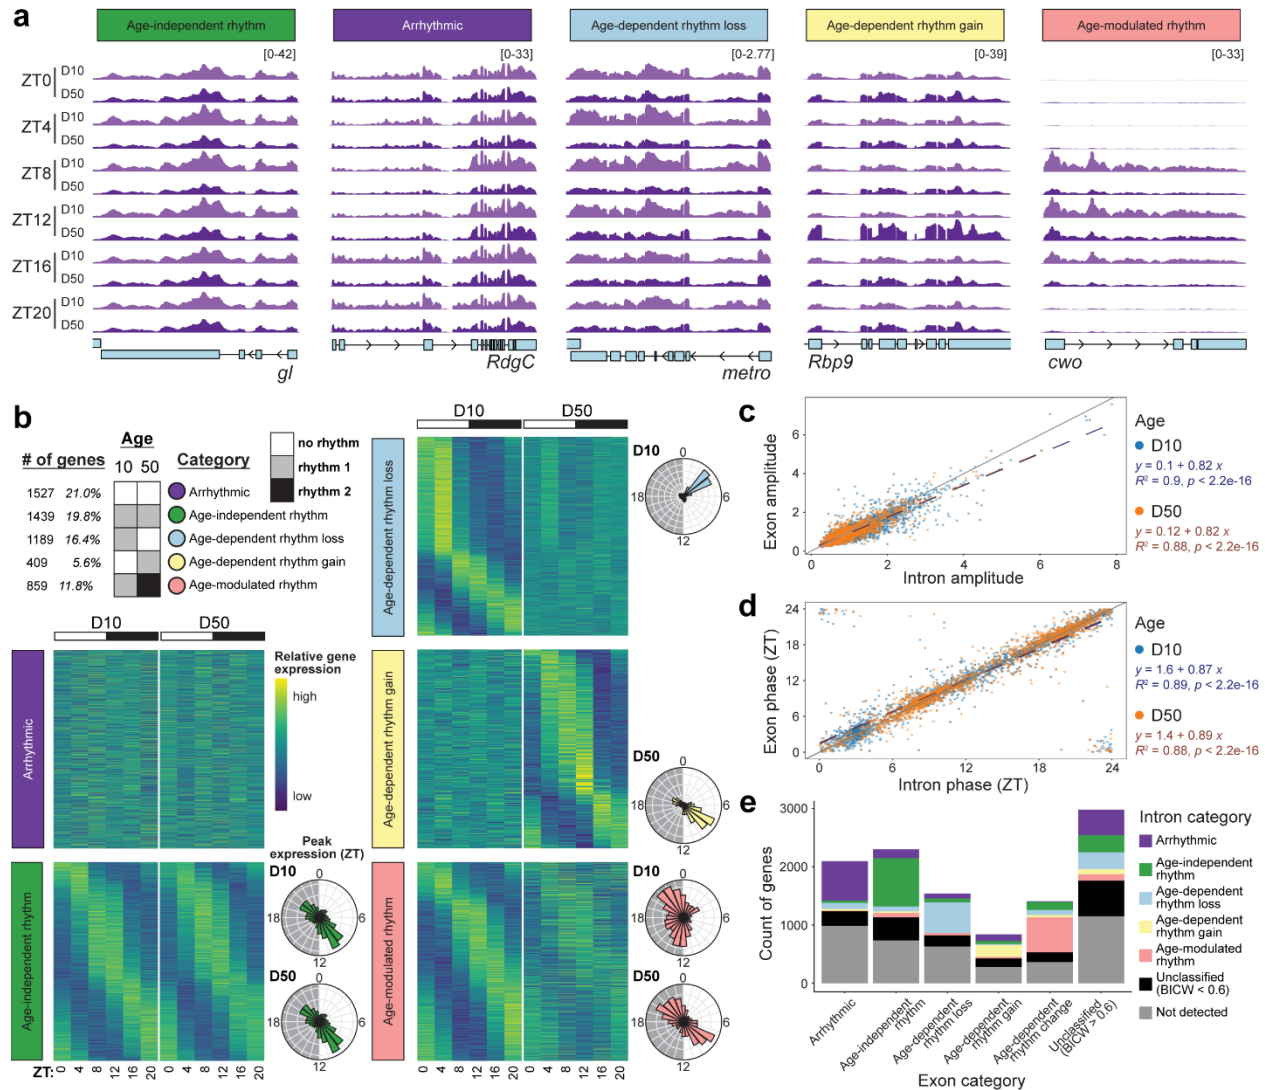

## Supplemental Figure 2: Rhythmic patterns of photoreceptor gene expression reflect nascent transcription.

**a**, Nuclear RNA-seq data includes both intronic and exonic reads, representing nascent transcription. Tracks showing CPM-normalized RNA-seq across all ZTs at both ages for single gene examples from each aging rhythmic gene expression category. Data is mean ( $n = 3$ ). Exons are indicated by solid boxes and introns by connecting lines for the selected genes, labeled under each track. Arrows indicate direction of transcription. **b**, Rhythmic dryR intron-based categories ( $BICW \geq 0.6$ ). Heatmaps show z score of relative expression, and radial histograms show phase of peak gene expression. **c,d**, Scatterplots comparing amplitude (**c**) or phase (**d**) using intron versus exon counts at D10 or D50. Linear regression lines (dashed) are shown for each dataset, with equations,  $R^2$ , and  $p$  values displayed. The gray solid line represents the expected 1:1 relationship for reference. **e**, Bar plot showing the number of genes in each age-dependent rhythmicity category determined by exonic versus intronic counts. “Not detected” indicates no intronic reads were unambiguously mapped to that gene.

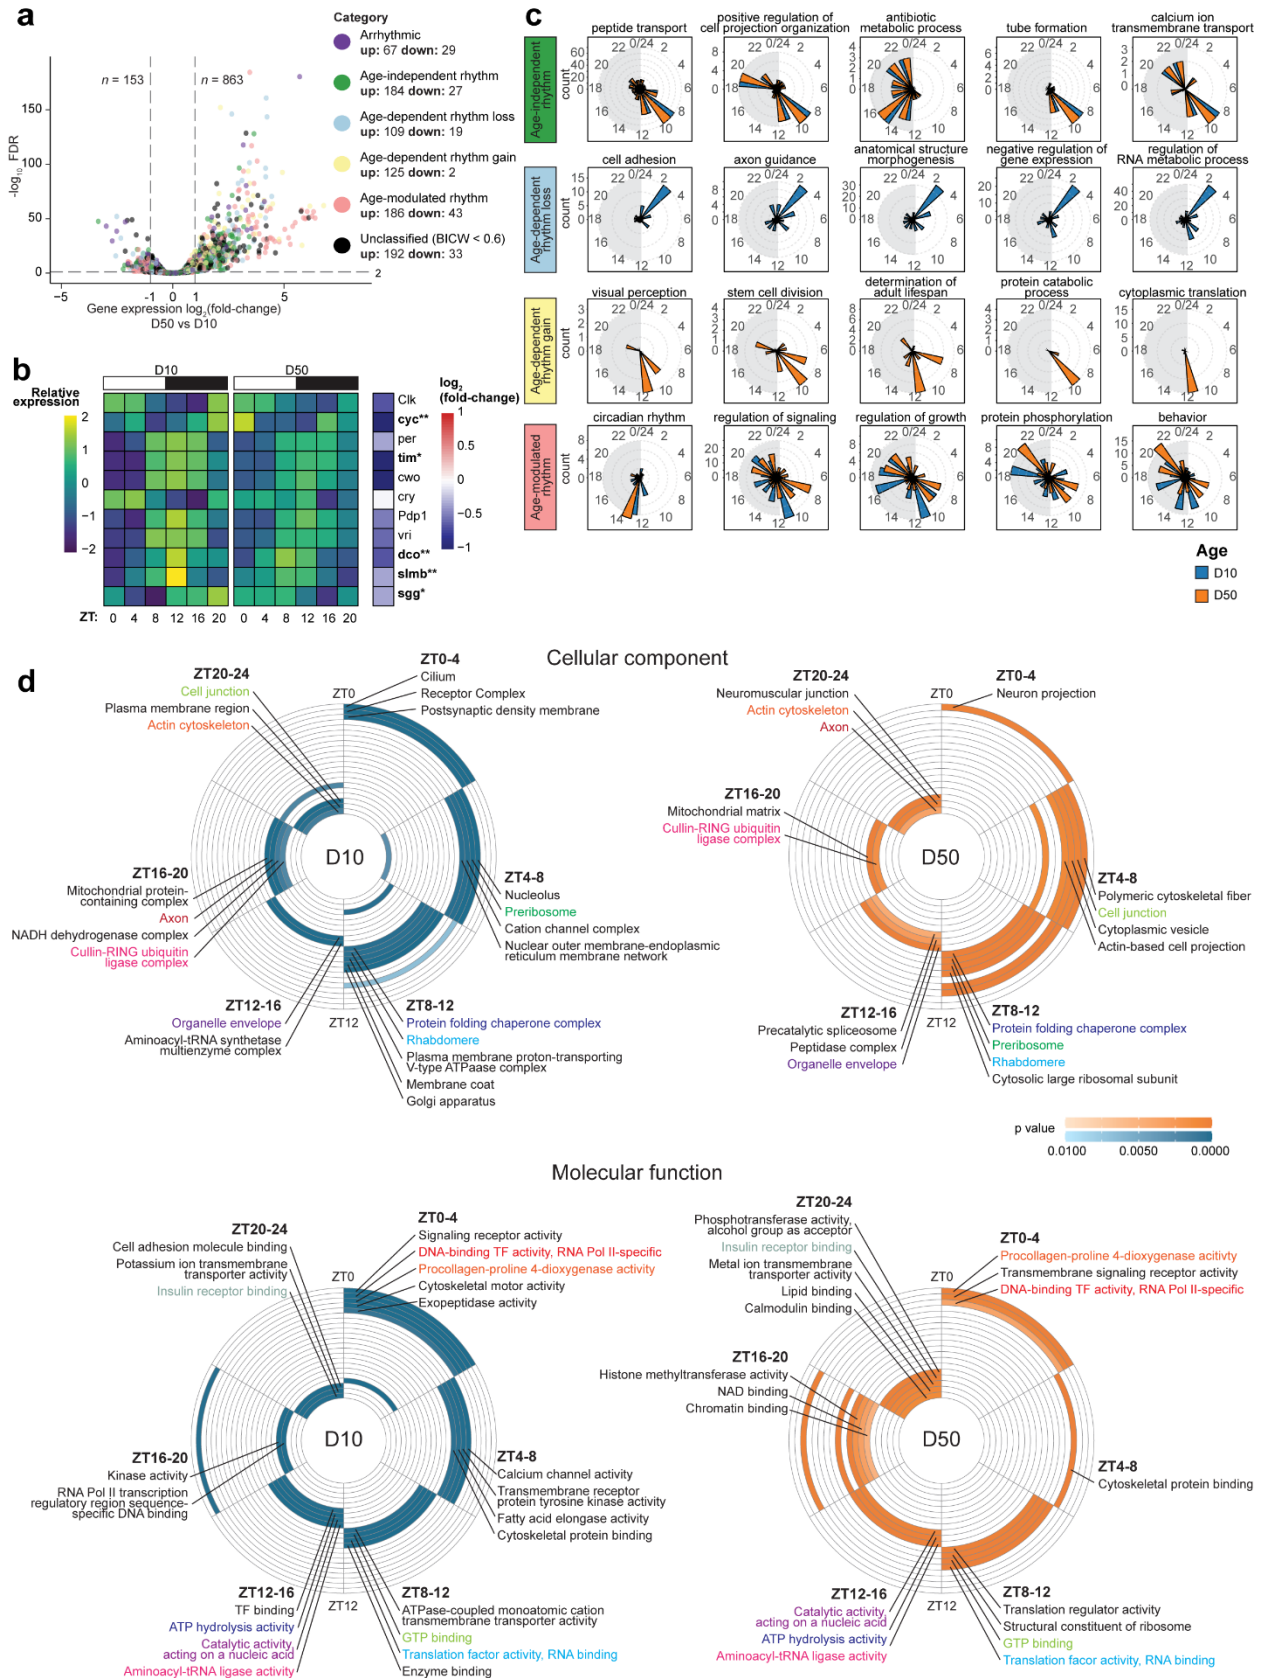

**Supplemental Figure 3: Age-dependent changes in rhythmicity do not necessarily reflect overall changes in gene expression levels.**

**a**, Differential gene expression between D10 and D50 across all ZTs was determined using edgeR, identifying 853 significantly age-upregulated genes and 153 age-downregulated genes ( $\text{FDR} < 0.01$ ,  $\log_2(\text{fold-change}) \geq 1$  or  $\leq -1$ ). Individual genes are plotted as points on the volcano plot, colored by the age-dependent rhythmicity category. Numbers of overlapping genes for each comparison are shown in the legend. **b**, Heatmaps showing z score of relative expression for core clock genes (left) and  $\log_2(\text{fold-change})$  from D10 to D50 (right). Adjusted  $p$  values were determined using edgeR. \*  $p < 0.05$ , \*\*  $p < 0.01$ . **c**, Selected GO term analysis of genes in each age-dependent rhythmicity category displayed as radial histograms indicating peak gene expression phase at each age. **d**, Selected GO terms of rhythmic genes expressed most highly in four-hour intervals at D10 and D50 for cellular component (top) and molecular function (bottom). GO terms are colored by  $p$  value within the circles.

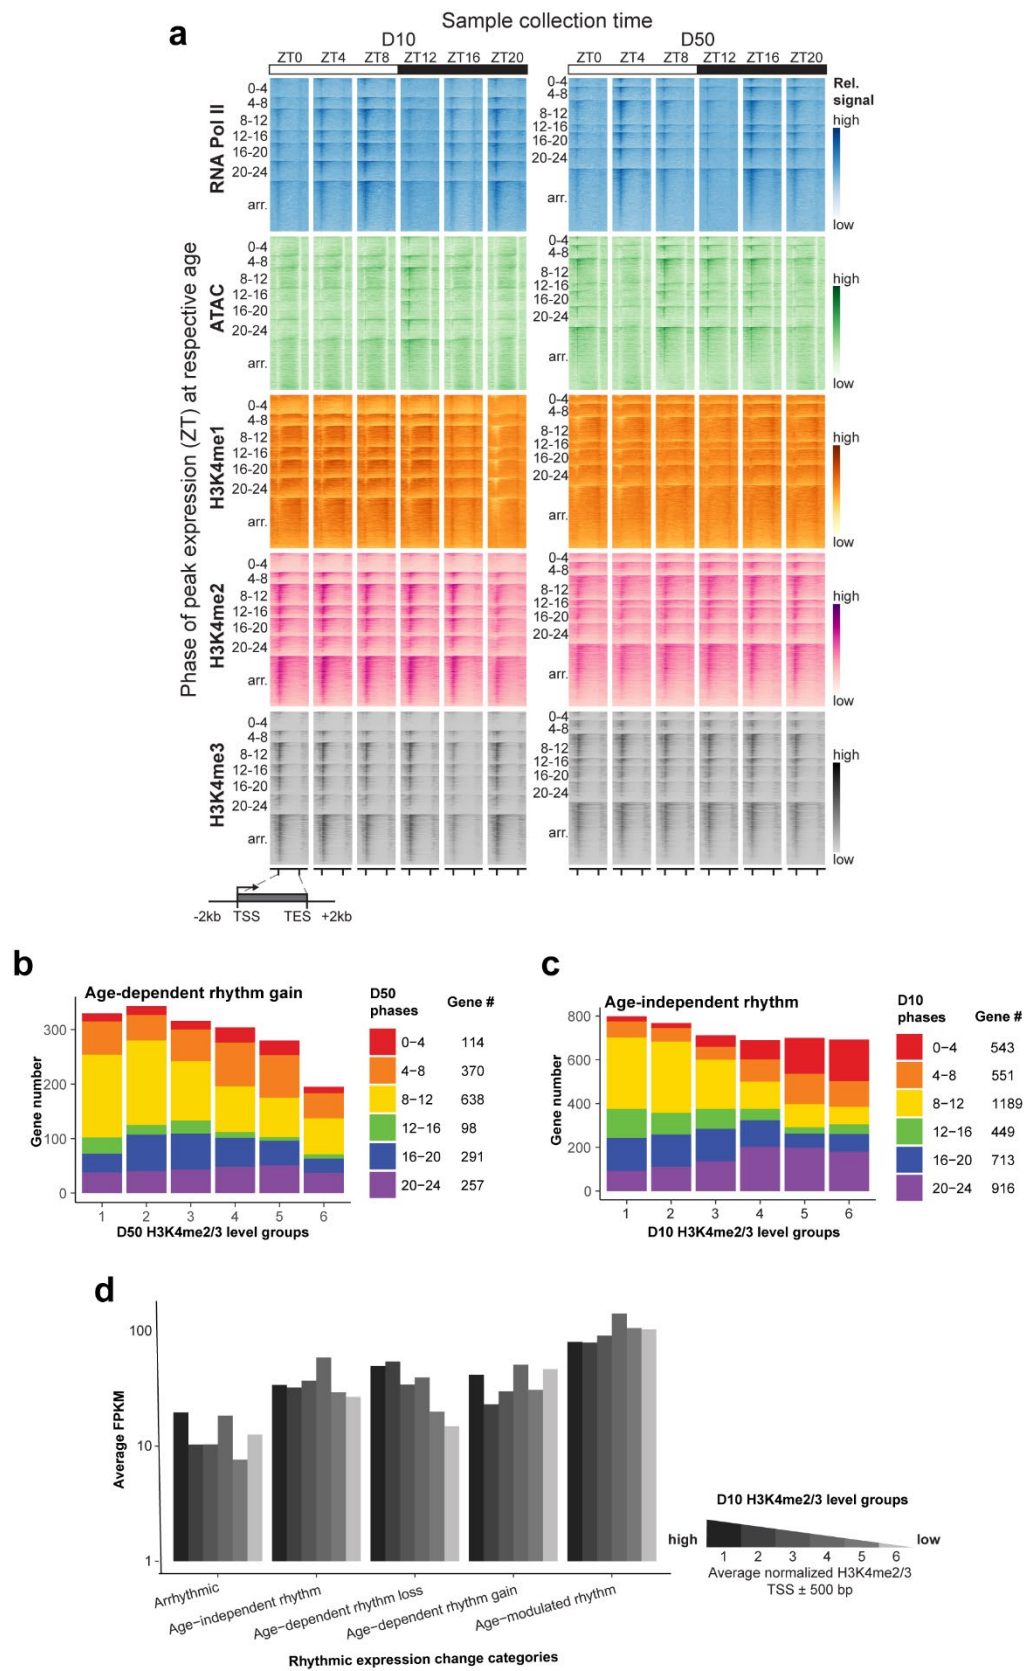

**Supplemental Figure 4: H3K4me2/3 levels differ by both phase of peak gene expression, and age-dependent rhythmicity category.**

**a**, Heatmaps representing gene bodies  $\pm 2$  kb by relative signal (z score) across the same gene (rows) at each ZT and age. Genes are clustered based on the phase of peak expression at D10 or D50 determined by nuclear RNA levels at each age (ZT: 0-4, 4-8, 8-12, 12-16, 16-20, 20-24, arr. = arrhythmic), and sorted within each cluster based on descending Pol II signal. **b**, Bar plot showing the phase distribution of genes that gain rhythmicity based on their relative H3K4me2 and H3K4me3 levels at D50 and expression phase at D10. Genes were separated into six H3K4me2/3 level groups ranging from highest (group 1) to lowest (group 6) based on their average normalized H3K4me2/3 scores at TSS  $\pm 500$  bp. **c**, Bar plot showing genes that maintain rhythmicity during aging, based on their phase distribution at D10. **d**, Bar plot showing average FPKM of genes in each rhythmicity category, grouped by average H3K4me2/3 scores at D10 as in **c**.

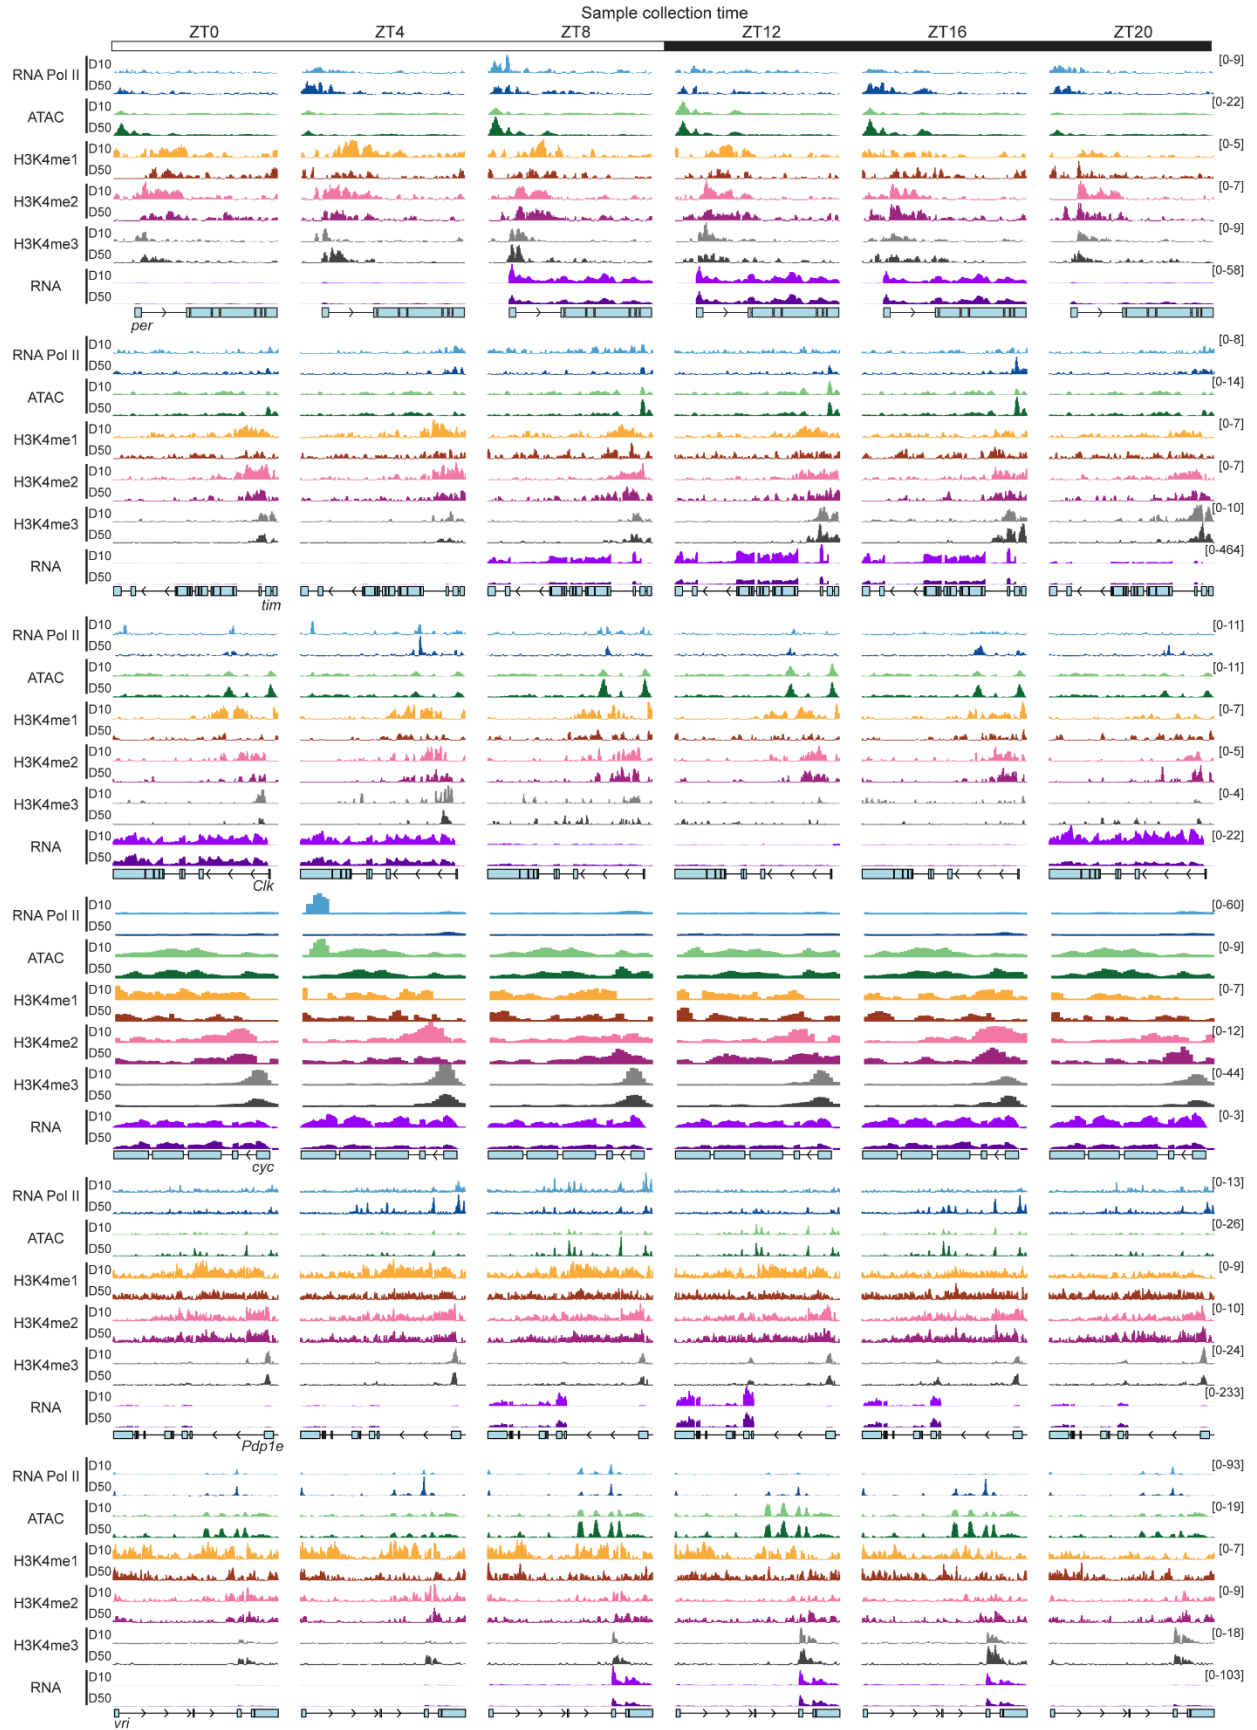

**Supplemental Figure 5: Certain core clock genes exhibit unique H3K4 methylation oscillation.**

ATAC-seq, RNA-seq, and IgG-normalized CUT&RUN tracks at indicated core clock genes across ZTs at D10 versus D50. Data are mean ( $n = 3$ ).

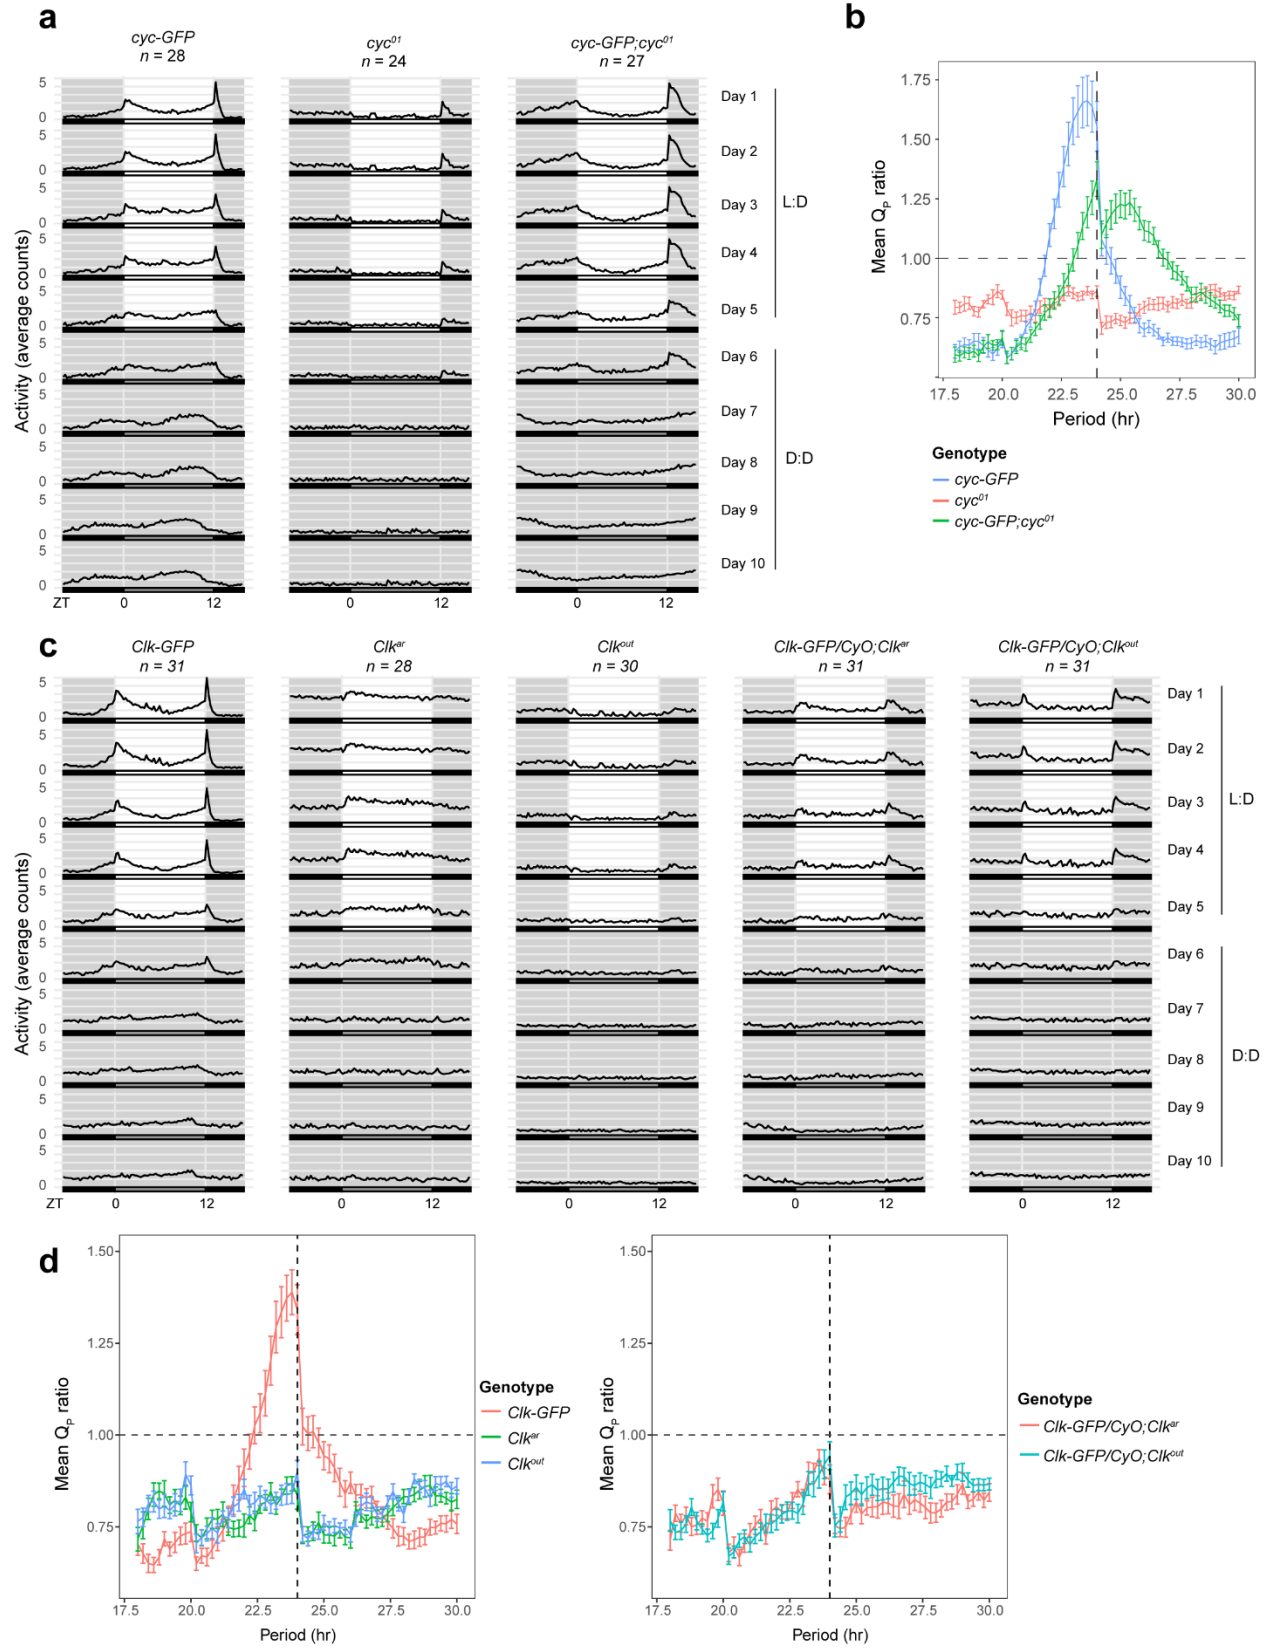

**Supplemental Figure 6: The *cyc-GFP*, but not *Clk-GFP*, transgene rescues the circadian locomotor activity rhythms of circadian-deficient flies.**

**a**, Locomotor activity actograms showing mean counts from each genotype (*n* indicated) in 15-minute bins for five days of 12-hr:12-hr L:D followed by five days of complete darkness (D:D). Time of day (ZT) is on the x axis and the background color indicates whether lights are on or off. *cyc-GFP* (BDSC #55838) carries an ectopic GFP-tagged *Cyc*, *cyc<sup>01</sup>* (BDSC #80929) is a *cyc* null line with a premature stop codon in the endogenous *Cyc* gene, and *cyc<sup>01</sup>;cyc-GFP* is a rescue line homozygous for both the *cyc<sup>01</sup>* null allele and *cyc-GFP*. **b**, Chi-square periodogram analysis of locomotor activity rhythms. The ratio of observed to significance threshold periodogram power ( $Q_P$  ratio =  $Q_{act}/Q_{sig}$ ) is plotted as a function of tested period. Each point on the curve represents the mean  $Q_{act}/Q_{sig}$  value for a given genotype, with error bars indicating the SEM. The horizontal dashed line denotes the threshold for significant rhythmicity, and the vertical dashed line marks a 24-hr period. **c**, Actograms showing mean counts for each genotype as in **a**. *Clk-GFP* (BDSC #64789) carries an ectopic GFP-tagged *Clk*; *Clk<sup>out</sup>* (BDSC #56754) is a *Clk* null line with a 5398bp deletion; *Clk<sup>ar</sup>* (BDSC #24513) is a hypomorphic allele with a single nucleotide substitution; *Clk-GFP/CyO;Clk<sup>out</sup>* is a hemizygous rescue line for *Clk<sup>out</sup>* and *Clk-GFP/CyO;Clk<sup>ar</sup>* is a hemizygous rescue line for *Clk<sup>ar</sup>*. **d**, Periodograms for each indicated genotype.

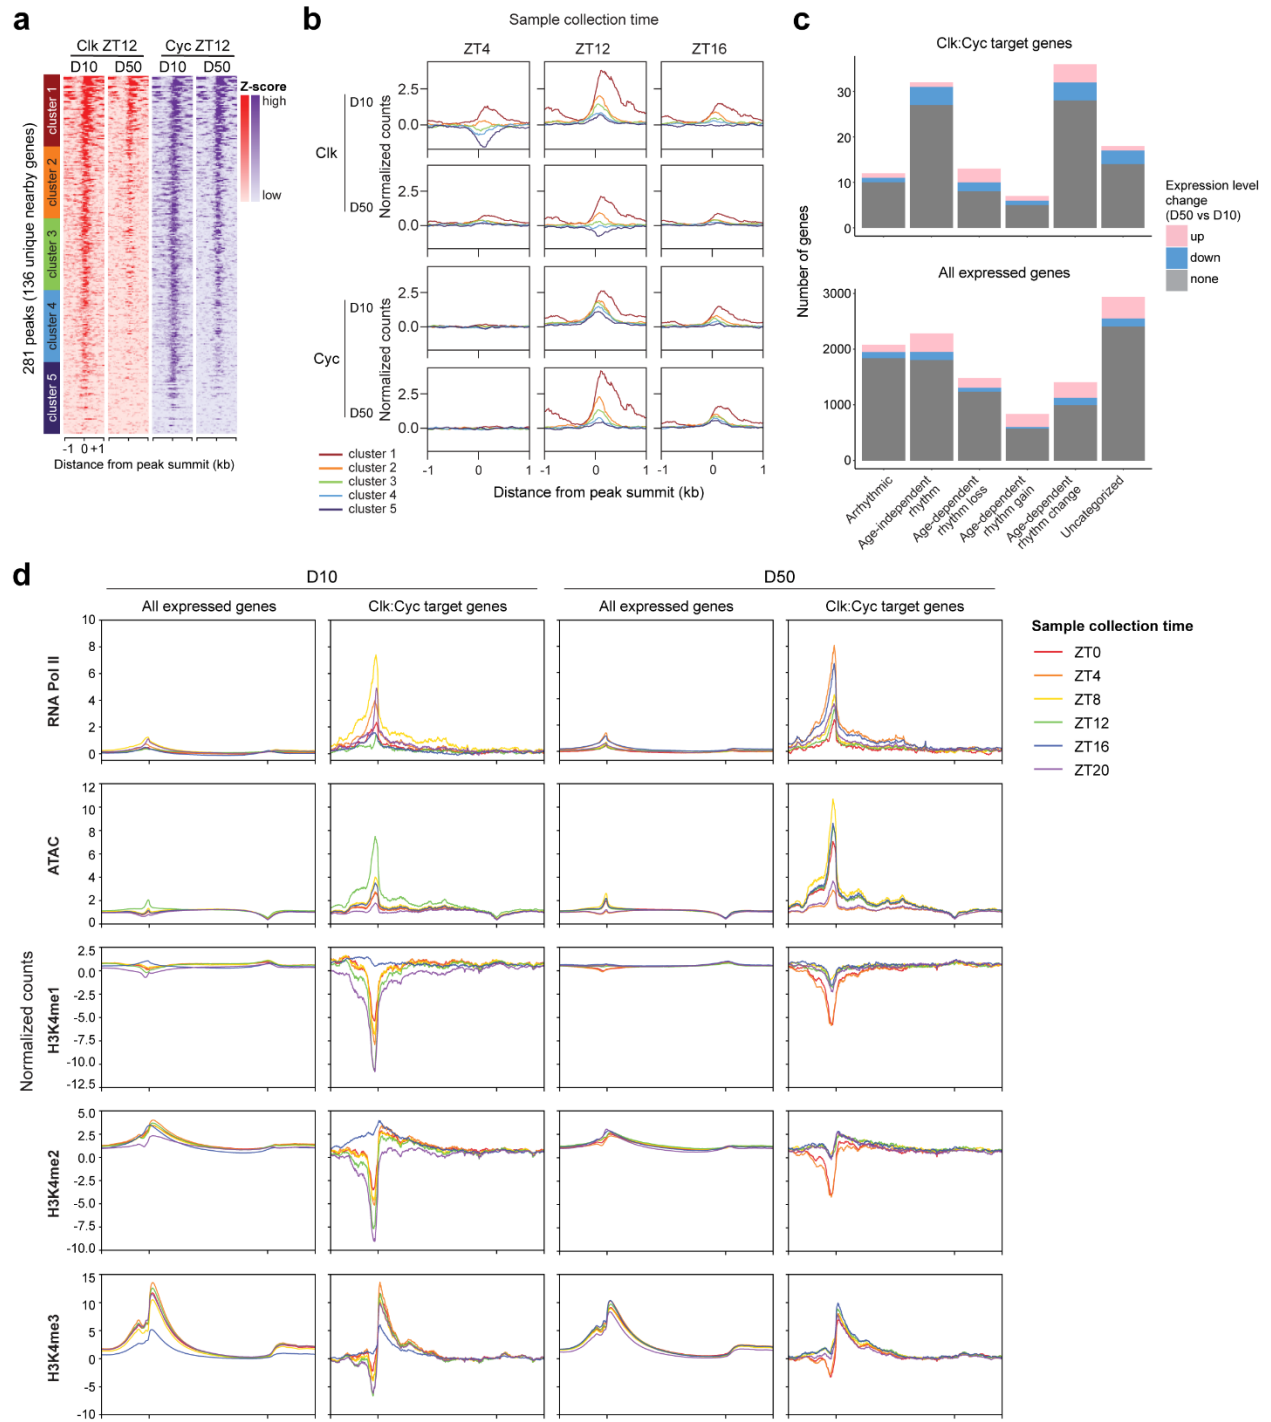

**Supplemental Figure 7: Clk:Cyc target genes have distinct epigenetic signatures.**

**a**, Heatmaps representing all Clk and Cyc peak centers  $\pm 1$  kb colored by relative signal (z score) across the same region (rows) ( $n = 3$ ). Heatmaps are sorted by descending Clk signal. Clk:Cyc target genes were separated into six clusters, indicated by colored bars (left), based on high (cluster 1) to low (cluster 6) Clk:Cyc signal. **b**, Gene metaplots representing mean normalized counts for Clk:Cyc peaks in each cluster. Strongest targets (cluster 1) show a distinct pattern of switching from high Clk at D10 to high Cyc at D50. **c**, Bar plot of proportion of Clk:Cyc target genes compared with all expressed genes, colored by age-dependent differential expression ( $\geq 1.5$ -fold change, adjusted  $p$  value  $< 0.01$ , determined using edgeR). **d**, Gene metaplots representing mean normalized counts for CUT&RUN analysis of Pol II, H3K4me1/2/3, and ATAC-seq separated by ZT (collection time for CUT&RUN/ATAC-seq) at D10 versus D50 for all expressed genes compared to 136 Clk:Cyc target genes.

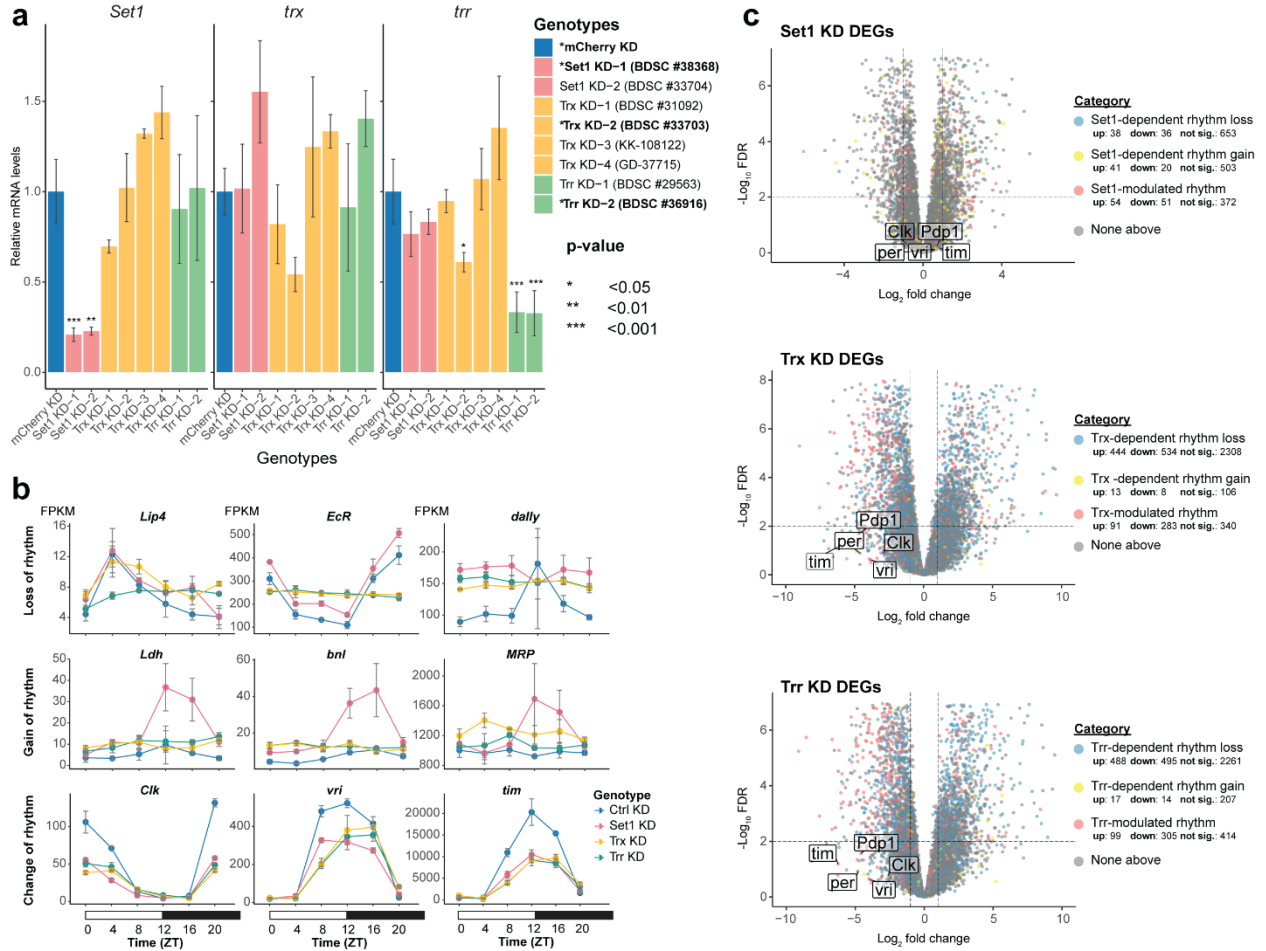

### Supplemental Figure 8: HMT-dependent changes in rhythmicity do not necessarily reflect overall changes in gene expression levels.

**a**, qRT-PCR showing expression of *Set1*, *trr*, *trx* in indicated RNAi lines under *tub-Gal4* control. RNAi expression was restricted using *Gal80<sup>ts</sup>* by switching third instar larvae from the restrictive (18°C) to permissive (29°C) environment for 72 hours. Conditional knockdown was required because constitutive expression of some RNAi lines was lethal at the larval stage. Fly lines used in this study for further RNA-seq and/or CUT&RUN analysis are indicated in bold and marked with an asterisk. Relative mRNA levels (expression) were calculated as the geometric mean of starting quantity normalized to *Ribosomal protein L32* (*RpL32*) and *eukaryotic translation initiation factor 1A* (*eIF1A*). Bar graphs show relative expression mean  $\pm$  s.d. ( $n = 3$ ). \*\*  $p < 0.01$ , Dunn's test. **b**, Line plots of gene expression levels for representative genes in the rhythmicity categories. 

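Of the genes plotted for the categories, EcR (FBgn0000546) had a peak-to-trough amplitude of 2.43 on the log2 scale in the control, 1.78 in the libraries labelled Set1 RNAi, 0.13 with Trr RNAi and 0.07 with Trx RNAi. Its change of rhythm had an adjusted p of 1.49e-13 with Trr RNAi and 2.25e-13 with Trx RNAi, and 0.0918 with Set1 RNAi (edgeR's quasi-likelihood test). dally (FBgn0263930) was assigned a rhythm in the control alone (BIC weight 0.901), with an adjusted p of 0.045 with Set1 RNAi, 0.0104 with Trr RNAi and 0.028 with Trx RNAi in the edgeR test. With Set1 RNAi it no longer passed 0.05 in 8 of 16 alternatives, among them the omission of mCherry RNAi ZT12 replicate 1 (0.0971) or of Set1 RNAi ZT12 replicate 3 (0.0631). Lip4 (FBgn0032264) lost its rhythm with Trr RNAi (edgeR adjusted p = 0.00206, but 0.0618 without replicate 2) and was assigned the control's rhythm with Set1 and Trx RNAi (BIC weight 0.581). A rhythm gained with Set1 RNAi alone was chosen for MRP (FBgn0032456, BIC weight 0.735), whose amplitude was 0.23 in the control and 0.78 with Set1 RNAi (edgeR adjusted p = 0.00188, but 0.0807 without replicate 2 and 0.11 with only the genotypes compared). bnl (FBgn0014135) was assigned a rhythm in the control as well, with an amplitude of 1.44, compared with 2.41 with Set1 RNAi (edgeR adjusted p of the change 0.123). Its mean over all time points was 32.81 CPM in the control (n = 18) and 216.2 CPM with Set1 RNAi (n = 17). Ldh (FBgn0001258) had an amplitude of 0.60 in the control, at a mean of 1.438 CPM, and 2.18 with Set1 RNAi, at a mean of 6.749 CPM (edgeR adjusted p of the change 0.1, and 0.0436 without mCherry RNAi ZT12 replicate 1). Clk (FBgn0023076) was at 1263 ± 162 CPM (SD, n = 3) at ZT20 in the control and 736.2 ± 96.9 (SD, n = 2) with Set1 RNAi. With Trr RNAi it was at 135 ± 2.84 (SD, n = 3) and with Trx RNAi at 111.8 ± 6.84 (SD, n = 3).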

Data are mean FPKM  $\pm$  s.d. ( $n = 3$ ). **c**, Differential gene expression between Set1, Trx-, or Trr- KD vs Ctrl KD across all ZTs was determined using edgeR (FDR < 0.01,  $\log_2(\text{fold-change}) \geq 1$  or  $\leq -1$ ). Individual genes are plotted as points on the volcano plot, colored by the KD rhythmic gene expression category. 

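Features with the largest changes, among those past the thresholds with a mean of at least 10 CPM in the higher genotype and the same direction at every time point, included many repeated sequences. In the libraries labelled Set1 RNAi, the largest rises were those of an INE-1 copy, FBti0062182 (log2 fold change 6.14, standard error 0.13, edgeR adjusted p = 3.8e-42) and a McClintock copy, FBti0020402 (6.00, standard error 0.27, edgeR adjusted p = 6.84e-26). The largest falls were those of CG31516 (-4.93, standard error 0.16) and CG12911 (-4.55, standard error 0.14). These features also moved in the same direction with Trr and Trx RNAi, with 5.53 and 5.29 for FBti0062182, 3.29 and 2.92 for FBti0020402 and -5.90 and -5.43 for CG12911, so that they set the control apart from all 3 groups. CG31516 also fell most with Trr RNAi (-7.00, standard error 0.17) and Trx RNAi (-7.07, standard error 0.17). With Trr RNAi, 28SrRNA-Psi:CR45855 (6.54, standard error 0.40) and snoRNA:Psi28S-3308 (6.17, standard error 0.27) rose most, and a jockey copy, FBti0018991, fell by 6.95 (standard error 0.14), and its change was -3.72 with Set1 RNAi and -3.36 with Trx RNAi. With Trx RNAi, an R2 copy (8.18, standard error 0.22) and pre-rRNA:CR45846 (7.11, standard error 0.38) rose most, with 4.19 and 4.20 with Set1 RNAi and 4.47 for each with Trr RNAi, and Hsp70Aa fell by 6.64 (standard error 0.63). Reads of transposable elements, rRNA sequences and the Hsp70 paralogs can come from near-identical copies, so the values of these features are uncertain. Across the features tested, the log2 fold changes with Trr RNAi and Trx RNAi had a Pearson r of 0.978, and unchanged groups simulated against the same control gave 0.724. For Set1 RNAi, r was 0.084 with the changes in Trr RNAi and 0.082 with those in Trx RNAi. Features are not independent replicates. The direct comparison of Trr with Trx RNAi gave 62 features higher and 106 lower with Trr RNAi.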

Numbers of overlapping genes for each comparison are shown in the legend. Select core clock genes are labeled.

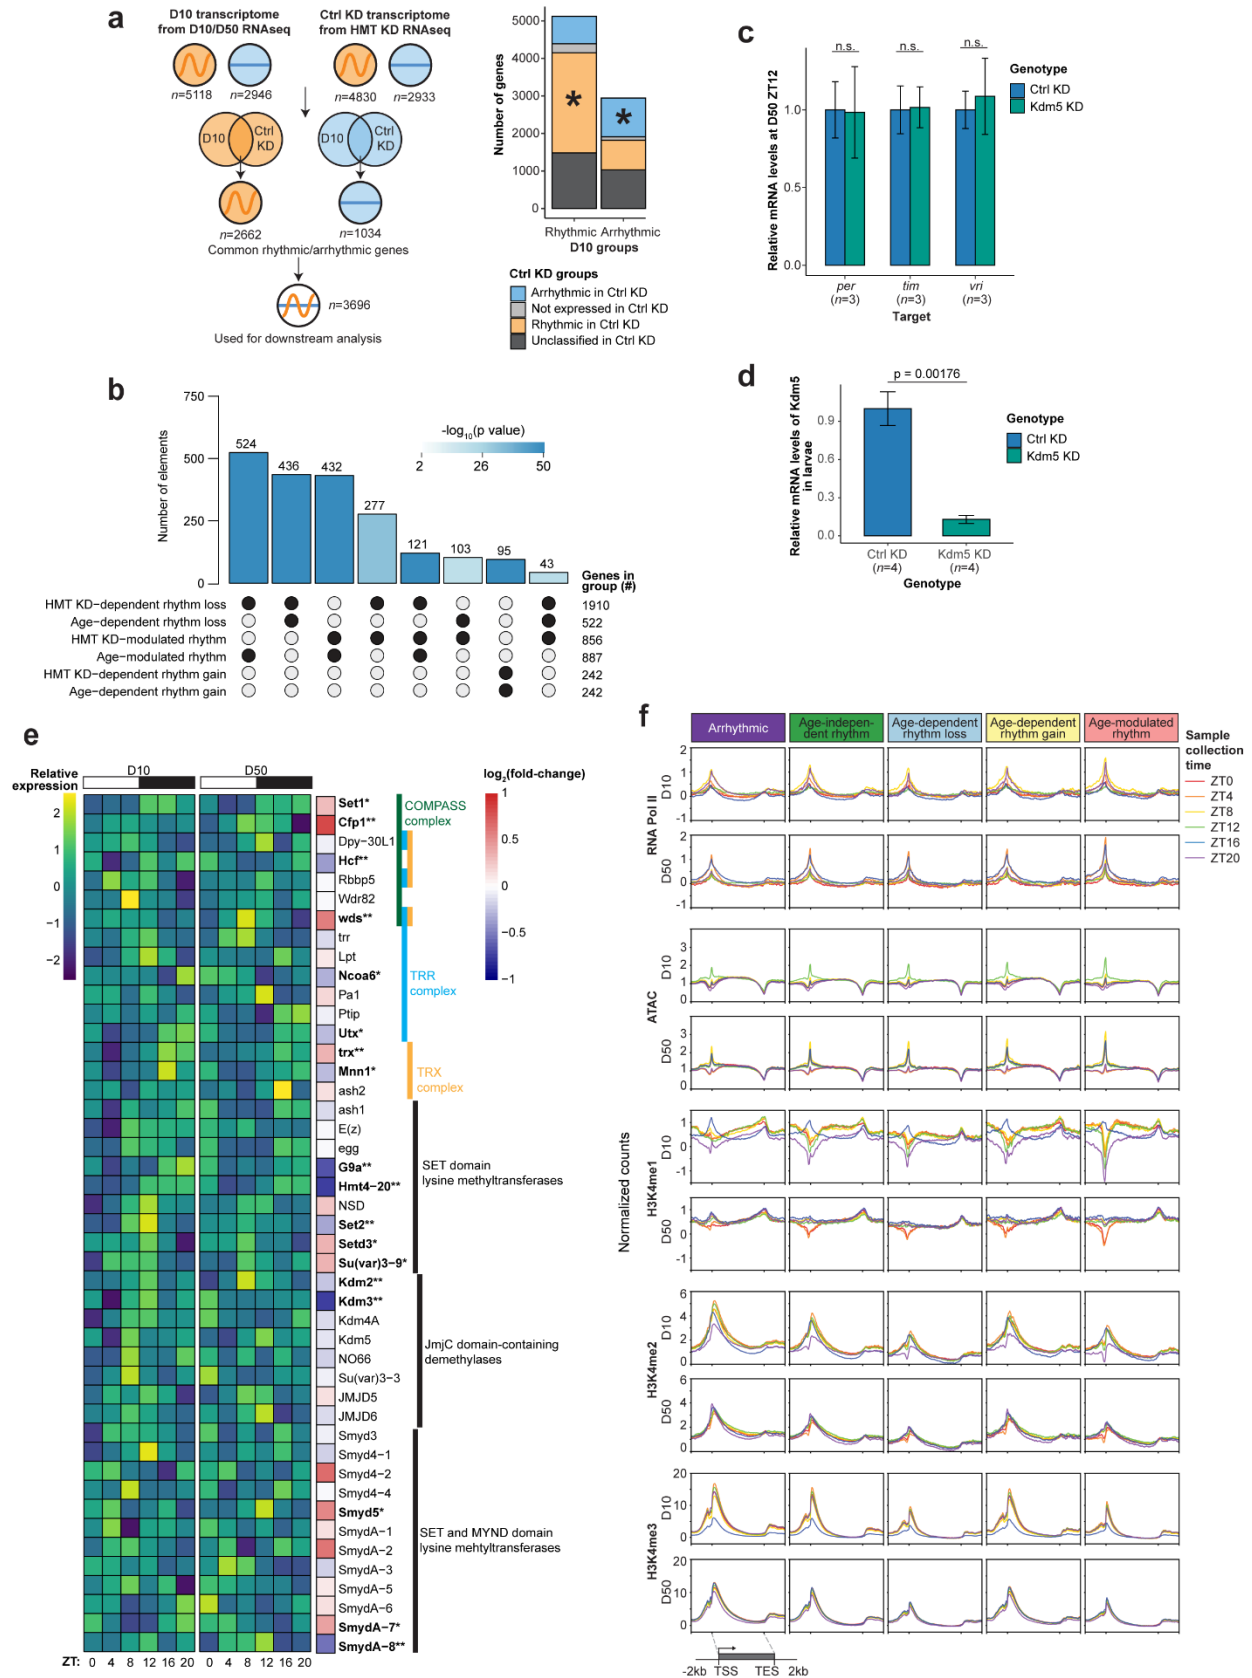

**Supplemental Figure 9: There is no overall trend in gene expression changes of histone methyltransferases and demethylases during aging that explains the observed decreases in histone methylation during aging.**

**a**, Workflow (left) to select genes for comparison between aging and HMT (Set1, trr, trx) KD RNA-seq. Genes selected for downstream analysis were required to have rhythmicity or to be arrhythmic in both controls. Bar plots (right) show the number of genes falling into different rhythmicity categories between the two RNA-seq experiments. Asterisks mark the groups of genes that were used in the downstream analysis. **b**, UpSet plot describing the number of overlapping genes between the aging and HMT knockdown rhythmicity groups. Groups included in comparison are marked with black dots at the bottom, and bar chart on the top shows the number of overlapping genes, colored by statistical significance of intersections. HMT KD encompasses the combination of all three methyltransferase knockdown datasets. **c**, qRT-PCR from adult *Drosophila* heads showing expression of *per*, *tim*, and *vri* in indicated RNAi lines under *Rh1-Gal4* control. Relative mRNA levels (expression) were calculated as the geometric mean of starting quantity normalized to *Ribosomal protein L32* (*RpL32*) and *eukaryotic translation initiation factor 1A* (*eIF1A*). Bar graphs show relative expression mean  $\pm$  s.d. Sample number (*n*) is indicated. *p* values were determined using Student's t-test. **d**, qRT-PCR from *Drosophila* wandering third-instar larvae showing expression of *Kdm5* in indicated RNAi lines under *tub-Gal4* control. Bar graphs show relative expression mean  $\pm$  s.d and were normalized as in **c**. Sample number (*n*) is indicated. *p* values were determined using Student's t-test. **e**, Heatmaps showing *z* score of relative gene expression (left) and  $\log_2$ (fold-change) from D10 to D50 (right) for selected histone methyltransferases, complex subunits, and histone demethylases. Complexes were based on FlyBase annotations. Adjusted *p* values were determined using DESeq2. \* *p* < 0.05, \*\* *p* < 0.01. **f**, Gene metaplots representing mean normalized counts at D10 or D50 for Pol II, H3K4me1/2/3, and ATAC-seq at each of the aging rhythmic gene expression categories (columns) (*n* = 3). Lines are colored by phase of peak gene expression at the respective age.

How the deposited data were processed for this re-analysis (not part of the article)

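The knockdown RNA-seq experiment was re-analysed. It measured nuclear RNA of outer photoreceptors from D10 flies that expressed RNAi against mCherry, Set1, Trr or Trx, at 6 time points with 3 replicates, in 72 libraries. The aging RNA-seq, CUT&RUN, ATAC-seq, western blot and qRT-PCR data were not among the files used, so no value is given for the claims that rest on them alone.

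The deposited values are counts. According to the methods and the headers of the files, the authors aligned the read pairs to BDGP6.46 and counted them on the exons of each feature with featureCounts 2.0.1, in paired mode, without use of strand and without assigning a read pair to more than 1 feature. The authors deposited these counts for each library separately, with no normalization and no filter. A name table matched 23751 of the 24278 identifiers. Of the features, 17895 carry an FBgn identifier, and most others are copies of transposable elements. The authors left out Set1 RNAi ZT20 replicate 1 for poor quality, and it was left out here too. The authors also report a removal of unwanted variation with RUVseq, whose number of factors is not given in the text, so no factor was removed in the values at the claims and 1 and 3 factors were tried as alternatives.

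The total of each library, between 8424081 and 24586538 in the 71 libraries used, is the number of read pairs on exons. The libraries were made without a stated use of molecular identifiers, so read pairs are not independent molecules. Intervals and limits from counts alone would cover counting error only. Precision for single genes comes from the spread among the 3 replicates of each genotype and time point, given as the SD.

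Features with at least 1 CPM in every replicate of at least 1 genotype and time point were kept (14767). The classification of rhythms followed the published procedure of dryR, written out in R because the package was not available: size factors and dispersions from DESeq2, 52 models of 24-h cosine and sine terms over the 4 genotypes, and selection by BIC weight of at least 0.4. Tests of rhythm, of a change of rhythm and of mean expression used the quasi-likelihood test of edgeR with TMM normalization and Benjamini-Hochberg adjustment over all features tested. A change of rhythm was called at an adjusted p under 0.05, and a change of expression at an adjusted p under 0.01 with an absolute log2 fold change of at least 1, as in Figure S8. All 4 genotypes entered 1 fit, and the mean of the 24 genotype and time point groups was modelled for expression. Amplitudes are peak-to-trough values of a fitted 24-h cosine on log2(CPM + 1). The 8 core clock genes were tested together by a permutation test with 100000 resamples, and the 85 ribosomal protein genes were compared with 10000 lists matched on mean expression. Overlaps of exons between genes were taken from the feature coordinates in the deposited files.

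Genes named in the text are the 3 targeted genes, the genes that the paper names or plots for the knockdown RNA-seq, and, for each knockdown, the 2 features with the largest rise and the 2 with the largest fall among those past the expression thresholds with a mean of at least 10 CPM in the higher genotype and the same direction at every time point. Comparisons against the control share the control libraries. To show what that sharing alone gives, groups without any change were simulated against the real control in 5 draws, with the counts and dispersions of these libraries. Control rhythms diluted by constant expression were simulated in the same way. In both, features without a classified control rhythm were made flat in the simulated groups. Counts of features were also compared with those of 100 regroupings, in which genotype labels were exchanged within each time point, and of 40 in which time points were exchanged within a genotype.

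The computations named in this paragraph were tested on simulated data with known answers. The permutation tests and the comparisons with matched lists are not among them. The expression test found 200 of 200 changed genes and called 0 of 14567 others. Of 200 genes each, the categories recovered 172 with an unchanged rhythm, 187 with a rhythm lost with Trx and Trr, 171 with a rhythm gained with Set1 and 195 with a moved phase. The rhythm test found 766 of 800 rhythmic genes and called 26 of 13567 flat ones. The test of a change of rhythm found 363 of 400 changed genes and called 19 of 13567 flat ones. The median fitted amplitude of genes made with an amplitude of 2 was 1.94.

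Lists of marker genes were fixed for outer photoreceptors, inner photoreceptors, lens and pigment cells, brain neurons, glia, muscle, fat body, hemocytes and heat shock, before the tests that use them were run.

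Alternatives to the processing were the inclusion of all 72 libraries, other filters on low counts, other BIC weight minimums, DESeq2's size factors or Wald test, edgeR's likelihood ratio test, edgeR dispersions in the model selection, normal linear models, the time point as a factor, fits of only the genotypes compared, thinned counts, RUVs factors, a pseudocount of 0.1, other measures of amplitude, a term for the replicate number and the omission of each replicate. Added after the files were examined were the omission of mCherry RNAi ZT12 replicate 1, the omission of Set1 RNAi ZT12 replicate 3 and the restriction to features with an FBgn identifier. The closing section gives the effect of these alternatives.

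The computations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.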

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

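The test of trr between the Trr and Trx RNAi libraries was chosen only after the levels of trr had been seen, and the tests of the copies of transposable elements were set before their results were computed.

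The difference in trr between the libraries labelled Trr RNAi and the control depended on the time of day. The test of a change of rhythm gave an adjusted p of 8.31e-05 (edgeR's quasi-likelihood test), with a peak-to-trough amplitude of 1.26 on the log2 scale in the control and 0.22 with Trr RNAi. trr peaked at ZT 5.6 h in the control, and its level with Trr RNAi was low at all time points. A knockdown that is specific to the libraries labelled Trr RNAi is not what sets this gene apart, since trr was as low with Trx RNAi (log2 fold change from the control -0.86) as with Trr RNAi (-0.94), and the 2 groups did not differ in it (edgeR adjusted p = 0.449). The paper's own qRT-PCR (Figure S8a) also shows trr lower in the Trx RNAi line that was used. A difference that the Trr and Trx RNAi libraries share may therefore underlie the pattern, such as nuclei of other cells, or an effect of both knockdowns on trr. The sequencing platform cannot be told apart from these, because 0 genotypes were sequenced on both platforms. Overlapping genes cover 1.4% of the exon bases of trr and are not a source of a change of this size. An effect of each knockdown on trr was not tested apart from these differences.

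Copies of transposable elements, on which the paper does not report, passed the expression thresholds in the libraries labelled Set1 RNAi. Of 2707 copies tested, 493 passed, 397 of them higher and 96 lower than in the control, which is 37% of all features called higher and 39.2% of those called lower. Differences between fly strains at single insertion sites do not account for the whole pattern, because the median of 8 of the 82 families with at least 5 copies moved by at least 1 on the log2 scale, the highest being 1.73. Reads of the genes in which the copies lie may account for part of it. Across the 1639 copies that lie within 1 gene, the log2 fold change of the copy followed that of the gene with a Pearson r of 0.554 (across copies, which are not independent replicates). It was 0.723 with Trr RNAi and 0.704 with Trx RNAi. Differences between strains in the number of copies of a family, and reads shared between near-identical copies, stay open and were not tested. An effect of Set1 on these elements stays open as well. More of the 2707 copies passed the thresholds in the other groups, and mostly as lower. It was 577 higher and 976 lower with Trr RNAi, and 559 and 1019 with Trx RNAi. Changes in these copies are thus not particular to the libraries labelled Set1 RNAi.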

How the results depend on the processing

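All alternatives were chosen before the data were examined, apart from the restriction to features with an FBgn identifier and the fits that left out a single library of the control or of Set1 RNAi at ZT12, which were chosen after seeing the data. No test in this part was chosen only after its result was seen. Counts of the main categories and tests are listed where an alternative moved them by more than 1.5 times from the reported count, and not all secondary counts and shares are. For the fits that left out a replicate, ranges are given for all counts, and for those that left out a single library, the lowest or highest values.

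The lower amplitude of the 8 core clock genes kept its direction and a permutation p under 0.05 with each knockdown under each alternative that was run. With Set1 RNAi the weakest change was -0.77 (permutation p = 0.017), with all 72 libraries. With Trr and Trx RNAi the amplitude on the CPM scale gave -2.09 (permutation p = 0.03) and -2.13 (permutation p = 0.029). Across the 3 fits that each left out one replicate, the change was from -1.53 to -1.32 with Set1 RNAi, from -2.68 to -2.16 with Trr RNAi and from -2.71 to -2.49 with Trx RNAi. The ribosomal protein genes in Set1 RNAi, at -0.27, reversed to 0.78 (percentile 65.6) with all 72 libraries, that is, with the library of 687 counts. Their change was from -0.42 to -0.15 across the fits that left out one replicate, and without replicate 3 (-0.15, percentile 7.96) it was no longer beyond the percentile of 2.5. For the latter the cause was not tested.

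The rhythm categories depended on the filters. With at least 1 CPM in every library, which leaves fewer features to test, 4564 features were classified in place of 9588, and the counts were 2590 for loss in at least one knockdown, 1537 for loss with Trx and Trr but not Set1, 100 for an unchanged rhythm, 442 for gain and 242 for gain with Set1 only. With no filter on low counts, 15695 features were classified. With a BIC weight of at least 0.6, 4765 were classified, with 2558 for loss, 1782 for loss with Trx and Trr but not Set1, 106 unchanged, 632 changed, 381 for gain and 245 for gain with Set1 only. With no BIC weight minimum, 14767 were classified, with 7183 for loss, 536 unchanged, 1890 changed, 1773 for gain and 913 for gain with Set1 only. These moves follow from the number of features that each setting lets through. Loss in single knockdowns moved as well. With Set1 RNAi (1119) it was 560 with at least 1 CPM in every library, 511 with a BIC weight of at least 0.6, 2015 with no BIC weight minimum, 630 with 1 RUVs factor and 634 with 3. With Trr RNAi (4086) and Trx RNAi (4239) it was 2135 and 2332 with at least 1 CPM in every library and 2357 and 2384 with a BIC weight of at least 0.6. For the RUVs factors the cause was not tested. The count of features with an unchanged rhythm was 162 with 1 RUVs factor and 131 with normal linear models, and the cause was not tested.

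Across the 3 fits that each left out one replicate, classified features were from 8149 to 8686, loss in at least one knockdown from 3751 to 3978, loss with Trx and Trr but not Set1 from 2233 to 2400, unchanged from 202 to 238, changed from 692 to 933, gain from 597 to 831 and gain with Set1 only from 315 to 562. Of the 2820 features lost with Trx and Trr but not Set1, 1772 to 1845 were shared with these fits, 1707 with the fit with 1 RUVs factor, 1654 with 3 RUVs factors and 1491 with the filter on every library.

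Rhythmic features in the tests were 4166 in the control, 3346 with Set1 RNAi and 391 with Trx RNAi with at least 1 CPM in every library, where fewer features were tested. Trx RNAi had 1004 with 3 RUVs factors, and Trr RNAi 1350 with the time point as a factor. With only the genotypes compared in the fit, the control had 3158, Set1 RNAi 3863, Trr RNAi 2332 and Trx RNAi 1773. The order of the control and Set1 RNAi (6293 and 5035 as reported) was thus reversed, and the excess of the control over Trr and Trx RNAi was much smaller. The cause was not tested. Across the fits that left out one replicate, rhythmic features were from 4287 to 5254 in the control, from 3143 to 4345 with Set1 RNAi, from 327 to 432 with Trr RNAi and from 219 to 433 with Trx RNAi. A difference in rhythm from the control with Set1 RNAi, 531 features, was found for 972 with 3 RUVs factors, 1215 with the time point as a factor and 31 with only the genotypes compared, and for from 46 to 410 across the fits that left out one replicate. With Trr RNAi it was from 1147 to 2294 and with Trx RNAi from 929 to 1718 across those fits, in which fewer libraries were used. Apart from the fewer libraries, the cause was not tested.

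Expression differences past the thresholds fell with at least 1 CPM in every library, where fewer features were tested, to 146 higher and 53 lower with Set1 RNAi, 1305 and 1165 with Trr RNAi and 1377 and 1181 with Trx RNAi. With 3 RUVs factors, 1723 features were higher with Trr RNAi and 1665 with Trx RNAi, and 399 were lower with Set1 RNAi. The share of higher among all calls fell there from 61.4% to 40.8% with Trr RNAi, from 60.3% to 39.8% with Trx RNAi and from 81.4% to 66.1% with Set1 RNAi, so the predominance of higher features with Trr and Trx RNAi reversed. The median log2 fold change of all features was -0.14 with Trr RNAi and -0.15 with Trx RNAi there, compared with 0.08 and 0.09, and 0.20 and 0.21 with DESeq2's size factors. The cause was not tested. Features with an FBgn identifier only gave 697 higher and 135 lower with Set1 RNAi, since copies of transposable elements were left out. Across the fits that left out one replicate, Set1 RNAi had from 812 to 1197 higher and from 192 to 305 lower, Trr RNAi from 4141 to 4242 and from 2478 to 2894, and Trx RNAi from 4149 to 4292 and from 2601 to 2892.

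Leaving out the library of mCherry RNAi at ZT12 replicate 1 gave 1412 changed features, 1150 for gain, 680 for gain with Set1 only, 6261 rhythmic with Set1 RNAi, 1218 with Trr RNAi and 771 with Trx RNAi, and 747 with a difference in rhythm with Set1 RNAi. Leaving out Set1 RNAi at ZT12 replicate 3 gave 3558 features with a difference in rhythm with Trr RNAi and 2958 with Trx RNAi. These counts are within 1.5 times of the reported ones.

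Some single genes reversed, and for the first of these the change is near 0 throughout. Set1 in Set1 RNAi (-0.03) was 0.03 with at least 1 CPM in every library and 0.00 with DESeq2's size factors, with the DESeq2 Wald test and without replicate 3, and -0.11 without replicate 2. trx in Trx RNAi (-0.17) was 0.07 with at least 1 CPM in every library. With all 72 libraries, the change of amplitude with Set1 RNAi was 0.29 for dally, 0.23 for Pgant6, 0.53 for psidin and 0.09 for FBgn0284251, through the added library of 687 counts. Some calls of a change of rhythm at an adjusted p under 0.05 with Set1 RNAi were lost. cwo (0.0027) lost its call in 3 of 16 settings: without replicate 2 (0.162), without replicate 3 (0.0778) and with only the genotypes compared (0.11). dally (0.045) and Pgant6 (0.0405) lost theirs in 8 of 16 settings each, in which the adjusted p reached 0.435 and 0.364. MRP (0.00188) lost it without replicate 2 (0.0807) and with only the genotypes compared (0.11). With Trr and Trx RNAi, Pgant6 lost its calls in 4 settings each (up to 0.297 and 0.242), FBgn0284251 in 5 and 4 of 15 (up to 0.217 and 0.238) and psidin without replicate 2 or 3 in both (up to 0.178 and 0.0604). Lip4 lost its call with Trr RNAi without replicate 2 (0.0618), and cyr its call with Trx RNAi with thinned counts (0.0874), without replicate 1 (0.248) and without replicate 3 (0.153). Other genes passed only under alternatives, and those of per, tim, vri, Cipc, Ldh, bnl and Dark are given under the differences from the paper. With Set1 RNAi, Clk passed with the time point as a factor (0.000815), aos passed with 1 and 3 RUVs factors (0.0105 and 0.0113), Ssk and psidin with 3 (0.0378 and 0.0295) and FBgn0284251 with 1 and 3 (0.0234 and 0.0248). Without mCherry RNAi ZT12 replicate 1, aos (0.0391) and Ssk (0.0271) passed as well. With Trr RNAi, cyr passed with DESeq2's size factors (0.0479), the time point as a factor (0.0481) and without Set1 RNAi ZT12 replicate 3 (0.0477). The cause was not tested. Among all values for single genes and secondary counts, 46 were weaker, 40 stronger and 51 moved, and 1331 stayed the same.

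Replicate numbers did not pair the libraries. Over 105 pairs with the same number and time point, the median correlation of their residuals was 0, and it was over 0.1 in 13. A replicate block, run since it had been planned, left all 24 summary results within the same limits, with 9603 classified features and 4690 lost in at least one knockdown.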

Differences from the paper's values

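The paper's values given here were read by eye from Figure S8. No test in this part was chosen only after its result was seen.

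At ZT12, tim with Trr RNAi stood at 0.161 of the control, compared with the paper's about 0.46 in Figure S8b, and with Trx RNAi at 0.157, compared with the paper's about 0.47. vri stood at 0.277 with Trr RNAi, compared with the paper's about 0.66 in Figure S8b, and at 0.288 with Trx RNAi, compared with the paper's about 0.73. None of the alternatives set before the data were examined that were run for these ratios (all 72 libraries, DESeq2's size factors, thinned counts and 1 or 3 RUVs factors) closed a gap.

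Of the features that lost rhythm with Set1 RNAi, 2.2% were lower in expression, compared with the paper's about 5% in Figure S8c. Of those that gained rhythm with Set1 RNAi, 1.9% were lower, compared with the paper's about 3.5% in Figure S8c. Of those with a changed rhythm with Set1 RNAi, 17.5% were higher, compared with the paper's about 11% in Figure S8c, and 3.2% were lower, compared with the paper's about 11%. Of those that gained rhythm with Trx RNAi, 61.2% were higher, compared with the paper's about 10% in Figure S8c, and 12.6% were lower, compared with the paper's about 6.3%. Of those that gained rhythm with Trr RNAi, 47% were higher, compared with the paper's about 7.1% in Figure S8c, and 18.9% were lower, compared with the paper's about 5.9%. For the share of higher features among those with a changed rhythm with Set1 RNAi, no filter on low counts (16.3%), at least 1 CPM in every library (9.3%), 1 RUVs factor (12.8%), 3 RUVs factors (11.2%), and leaving out replicate 1 (15.6%) or replicate 2 (14.1%) came within 1.5 times of the paper's value. All 72 libraries, thinned counts, the replicate block and leaving out replicate 3 did not. For the other shares, none of the alternatives set before the data were examined closed the gap.

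The paper describes genes that gain rhythm in both aging and knockdown as largely ribosomal. Among the ribosomal protein genes, 0 of the 59 classified gained rhythm with Set1 RNAi and 0 with Trx RNAi (3 and 0 of 85 were rhythmic there at an adjusted p under 0.05, 5 and 0 at an unadjusted p under 0.05), and 46 gained rhythm with Trr RNAi.

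The paper describes a lower amplitude of per, tim, vri and Cipc with each knockdown. The model selection, which is the paper's kind of criterion, goes with it for per, vri and Cipc (BIC weights 0.795, 0.874 and 0.895). It gave tim the control's rhythm with Set1 RNAi (0.823). The fitted amplitudes of these genes were lower with Set1 RNAi too (-1.52, -0.84, -1.71 and -1.55), but the test of a difference in rhythm did not pass the adjusted p of 0.05 for per (0.079), tim (0.292), vri (0.0668) or Cipc (0.0689). The time point as a factor called all 4. 1 RUVs factor called per, vri and Cipc, 3 RUVs factors called per and Cipc, at least 1 CPM in every library called vri, and thinned counts called Cipc. Leaving out the library of mCherry RNAi at ZT12 replicate 1, chosen after seeing the values, called per, vri and Cipc.

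The paper plots Ldh and bnl as gaining rhythm. The chosen model gave both a rhythm in the control that is changed with Set1 RNAi (BIC weight 0.467 for Ldh and 0.407 for bnl). In edgeR's test of rhythm, bnl passed in the control (adjusted p = 3.72e-07) and with Set1 RNAi (1.11e-14). Ldh did not pass in the control (0.154) but did with Set1 RNAi (7.11e-09), so for Ldh this test goes with the paper's gain. The test of a difference in rhythm gave an adjusted p of 0.1 for Ldh and 0.123 for bnl. The time point as a factor called both, and for Ldh so did 1 RUVs factor and leaving out the library of mCherry RNAi at ZT12 replicate 1, the latter chosen after seeing the values.

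The paper describes Atg9, Dark and Dronc as losing rhythm completely with knockdown. By its criterion of loss in at least 1 knockdown, the model selection goes with it. Atg9 (BIC weight 0.793), Dark (0.571) and Dronc (0.685) were each assigned no rhythm with Trr and Trx RNAi. The chosen model kept the rhythm of Atg9 with Set1 RNAi and changed that of Dark with it. A test of the difference itself is another criterion. The test of a difference in rhythm gave an adjusted p of 0.0938 with Trr RNAi and 0.144 with Trx RNAi for Atg9, 0.054 and 0.219 for Dark, and 0.179 and 0.239 for Dronc. For Dark with Trr RNAi, at least 1 CPM in every library, 1 or 3 RUVs factors, DESeq2's size factors and leaving out replicate 1 called a difference, as did the features with an FBgn identifier only and leaving out a single library of mCherry RNAi or Set1 RNAi at ZT12, these chosen after seeing the values. No setting that was run called a difference for Atg9 with Trr or Trx RNAi, or for Dronc with any knockdown.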

Other observations

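The tests of the marker lists against one another, of a low count of features with an unchanged rhythm in regroupings, of mixed time points, of library size, of the platform, and of the loss calls in simulated unchanged groups for Set1 RNAi were chosen only after the result they concern had been seen. The other tests were set before.

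The libraries labelled Trr and Trx RNAi differed from the control in transcripts of many cell types. The 16 tested marker genes of outer photoreceptors, all over 10 CPM in the control, were lower, with a median log2 fold change of -2.48 with Trr RNAi and -2.58 with Trx RNAi. The marker lists of other cell types were higher, with medians for Trr and Trx RNAi of 2.02 and 2.21 for inner photoreceptors, 1.65 and 1.75 for lens and pigment cells, 1.79 and 1.90 for brain neurons, 1.30 and 1.28 for glia, 4.77 and 4.99 for muscle, 1.72 and 1.88 for fat body and 1.14 and 1.19 for hemocytes. With Set1 RNAi the outer photoreceptor list moved by -0.29 and none of these lists by more. The mean log2 level of the outer photoreceptor markers was 11.11 to 11.9 in every control and Set1 RNAi library and 8.94 to 9.75 in every Trr and Trx RNAi library. Scaling by library totals without TMM factors left the fall at -1.84, which argues against the normalization as its cause. Gene length does not explain the whole fall either, since the list lay at percentile 0 of 10000 lists matched on exon length and control expression. The matched lists fell as well, with a median of -1.11 and a lowest value of -2.17, compared with -2.5 for the marker list. Part of the fall is thus shared by genes of like length and expression. A smaller share of outer photoreceptor nuclei alone would raise the other lists alike, and these differed (permutation test of list membership, p = 1e-05, the smallest the resamples can give). With muscle left out, the 6 remaining lists did not differ by more than their members do (permutation p = 0.099), so a smaller share of photoreceptor nuclei with muscle nuclei added is a candidate explanation. The control tissue expresses many of these genes as well. Over 10 CPM there were 4 of the 4 tested inner photoreceptor genes, 2 of 4 for lens and pigment cells, 9 of 9 for neurons, 7 of 8 for glia, 3 of 9 for muscle, 3 of 5 for fat body and 1 of 4 for hemocytes. The sequencing platform or batch cannot be told apart from the knockdown, because 0 genotypes were sequenced on both platforms. An effect of Trr and Trx on these genes in photoreceptors also stays open and was not tested apart from the composition.

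A change in composition could lower the amplitude of rhythmic genes without a change of the rhythm within a nucleus. Among 2028 genes chosen for a rhythm with Set1 RNAi, the oscillation on the CPM scale was 0.071 of the control's with Trr RNAi (bootstrap interval 0.066 to 0.077) and 0.094 with Trx RNAi (0.089 to 0.099). The outer photoreceptor markers stood at 0.182 (quartiles 0.168 and 0.204) and 0.164 (quartiles 0.138 and 0.197) of the control. The oscillation fell further than the markers, but inner photoreceptors share these markers, so that the markers give only an upper limit of the share of outer photoreceptor nuclei. A smaller share and a lower rhythm within the nuclei therefore cannot be told apart here. For the 8 core clock genes the oscillation was 0.147 and 0.148 of the control's. Library size does not explain the lower rhythms, since the median total of the libraries was 1.49 times the control's with Trr RNAi and 1.39 times with Trx RNAi. Mixing of libraries of different time points would flatten genes with the same peak time and a like amplitude alike. per, tim, vri, cwo and Cipc all peaked near ZT12 in the control. With Trr RNAi, per, tim and vri kept 55.8%, 65.0% and 66.1% of the control's log2 amplitude, but cwo 24.7% and Cipc 26.2%. With Trx RNAi it was 58.9%, 59.1% and 63.3%, but 23.8% and 28.9%. For these genes the values argue against mixing as the main cause, and a small share of mixing stays open. The mean over time points does not decide it. Mixing would keep that mean, and its median over the core clock genes was 0.266 of the control's with Trr RNAi and 0.265 with Trx RNAi. A smaller share of photoreceptor nuclei, however, lowers that mean with or without mixing.

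Dilution by constant expression of other nuclei may also account for many calls of lost rhythm. Control rhythms diluted to the level of the outer photoreceptor markers, with simulated counting and replicate noise, gave a median of 3504 loss calls for Trr RNAi and 3599 for Trx RNAi, compared with 4086 and 4239 observed. The same simulations gave 2409 to 2486 genes lost with both Trx and Trr but not Set1. These simulations hold the noise of the real libraries but not their differences between platforms. Control rhythms under the BIC weight minimum were made flat in the simulated groups, which adds loss calls. For Set1 RNAi, groups simulated from the control's profiles gave a median of 1205 loss calls, beside the 1119 observed. Since part of these calls was built in, they cannot show whether the choice among models alone gives that number. The groups simulated from the control's profiles gave 5029 genes with an unchanged rhythm (median), and the diluted controls 514, against 251 observed. The diluted controls also gave medians of 748 changed and 622 gained, against 1219 and 940.

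Sharing of the control libraries does not explain the overlap of Trr and Trx RNAi. Unchanged simulated groups gave a median of 75 genes lost with both Trx and Trr but not Set1, against 2820, and their log2 fold changes had a median Pearson r of 0.724, against 0.978 (across genes).

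Hsp70Aa was at 233.3 CPM in the control and 162 CPM with Set1 RNAi, compared with 1.349 CPM with Trr RNAi and 1.449 CPM with Trx RNAi. Its reads can be shared with the other Hsp70 copies. The heat shock list had a median log2 fold change of -0.76 with Trr RNAi and -0.69 with Trx RNAi, and all 6 of its tested genes were lower in both, which is consistent with heat or handling stress of the control and Set1 RNAi flies or nuclei. Only Hsp26, Hsp27 and DnaJ-1 passed an adjusted p of 0.05 individually, and Hsp27 was as low with Set1 RNAi (-1.02) as with Trr RNAi (-1.02), which stress shared by the control and Set1 RNAi does not explain. Hsp70Aa also varied between replicates of the control (644.9 ± 678 CPM at ZT0, SD, n = 3). A batch that coincides with these genotypes was not tested apart from it.

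Regrouping the libraries shows how often random groupings give counts as large. Most regroupings mix libraries that the first principal component (64.57% of the variance) sets apart, except those of the control and Set1 RNAi alone. A real count that exceeds them may thus come from that split, and does not by itself show a change of rhythm. Genotype labels were exchanged within each time point, and the categories were counted with normal linear models. Of the 100 regroupings, the real one included, 1 gave as many features for loss in at least one knockdown (4816 in these models), 1 for loss with Trx and Trr but not Set1 (3031), 1 for a changed rhythm (1269) and 4 for gain with Set1 only (686). For gain (1068), 26 gave as many, so this count does not exceed those of random groupings. The simulated unchanged groups gave between 59 and 81 gains, against the 940 observed. They were flat wherever the control had no classified rhythm, so a low number of gains was built in there. For an unchanged rhythm (131), which a change of rhythm makes fewer, 1 of the 100 gave as few, and the other regroupings gave between 306 and 839. With the control and one knockdown fitted alone, 1 of 100 regroupings gave as many expression differences with Set1, Trr and Trx RNAi each. For a difference in rhythm, 2 of 100 gave as many with Set1 RNAi (31), with Trr RNAi (2169) and with Trx RNAi (1982). The other regrouping gave 55, 4867 and 5788, more than the real labels. With time points exchanged among the libraries of one genotype fitted alone, 1 of 40 regroupings gave as many rhythmic features in each of the 4 genotypes.

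The ribosomal protein genes had a rhythm in the libraries labelled Trr RNAi. In edgeR's quasi-likelihood test, 68 of the 85 genes were rhythmic with Trr RNAi and 0 with Trx RNAi at an adjusted p under 0.05 (81 and 0 at an unadjusted p under 0.05). The mean log2 CPM of the list with Trr RNAi was 5.31 ± 0.39 (SD, n = 3) at ZT0 and 5.38 ± 0.22 (SD, n = 3) at ZT4, compared with 6.13 ± 0.14 (SD, n = 3) at ZT12. The direct test of a difference in rhythm between Trr and Trx RNAi gave 0 of the 85 genes at an adjusted p under 0.05 (77 at an unadjusted p under 0.05), so that a rhythm specific to Trr RNAi is not established gene by gene. With Trx RNAi the mean was 5.96 ± 0.13 (SD, n = 3) at ZT0 and 5.91 ± 0.21 (SD, n = 3) at ZT12. It was lowest at ZT16 (5.63 ± 0.01, SD, n = 3) and highest at ZT20 (6.11 ± 0.08, SD, n = 3), so it was not flat.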
